# A gain-of-function p53 mutant synergizes with oncogenic NRAS to promote acute myeloid leukemia in mice

**DOI:** 10.1172/JCI173116

**Published:** 2023-12-15

**Authors:** Adhithi Rajagopalan, Yubin Feng, Meher B. Gayatri, Erik A. Ranheim, Taylor Klungness, Daniel R. Matson, Moon Hee Lee, Mabel Minji Jung, Yun Zhou, Xin Gao, Kalyan V.G. Nadiminti, David T. Yang, Vu L. Tran, Eric Padron, Shigeki Miyamoto, Emery H. Bresnick, Jing Zhang

**Keywords:** Hematology, Leukemias

## Abstract

We previously demonstrated that a subset of acute myeloid leukemia (AML) patients with concurrent RAS pathway and *TP53* mutations have an extremely poor prognosis and that most of these *TP53* mutations are missense mutations. Here, we report that, in contrast to the mixed AML and T cell malignancy that developed in *Nras^G12D/+^* *p53^–/–^* (NP^–/–^) mice, *Nras^G12D/+^* *p53^R172H/+^* (NP^mut^) mice rapidly developed inflammation-associated AML. Under the inflammatory conditions, NP^mut^ hematopoietic stem and progenitor cells (HSPCs) displayed imbalanced myelopoiesis and lymphopoiesis and mostly normal cell proliferation despite MEK/ERK hyperactivation. RNA-Seq analysis revealed that oncogenic NRAS signaling and mutant p53 synergized to establish an NP^mut^-AML transcriptome distinct from that of NP^–/–^ cells. The NP^mut^-AML transcriptome showed GATA2 downregulation and elevated the expression of inflammatory genes, including those linked to NF-κB signaling. NF-κB was also upregulated in human *NRAS* *TP53* AML. Exogenous expression of GATA2 in human NP^mut^ KY821 AML cells downregulated inflammatory gene expression. Mouse and human NP^mut^ AML cells were sensitive to MEK and NF-κB inhibition in vitro. The proteasome inhibitor bortezomib stabilized the NF-κB–inhibitory protein IκBα, reduced inflammatory gene expression, and potentiated the survival benefit of a MEK inhibitor in NP^mut^ mice. Our study demonstrates that a p53 structural mutant synergized with oncogenic NRAS to promote AML through mechanisms distinct from *p53* loss.

## Introduction

Acute myeloid leukemia (AML) is an aggressive and devastating hematologic malignancy characterized by the accumulation of partially differentiated myeloid blast cells (≥20%) in bone marrow (BM) and/or other hematopoietic organs, leading to BM failure and death (1). Patients with AML can be broadly grouped into 3 distinct categories: (a) secondary AML (s-AML), which results from acute transformation of chronic myeloid disease, such as myelodysplastic syndrome (MDS), myeloproliferative neoplasm (MPN), or mixed MPN/MDS (e.g. chronic myelomonocytic leukemia [CMML]); (b) therapy-related AML (t-AML), which occurs in patients who were previously treated with chemo/radiation therapies; and (c) de novo AML, which is not preceded by a known hematologic disorder or therapy exposure (2). In general, patients with s-AML or t-AML have inferior survival rates relative to patients with de novo AML (3, 4). The adverse outcome in t-AML is driven predominantly by the increased frequency of *TP53* mutations, as patients with t-AML who do not have*TP53* mutations have a median survival that approximates that of patients with de novo AML.

Hyperactivating RAS pathway mutations, including oncogenic *NRAS* and *KRAS*, are prevalent in all 3 categories of AML but differ in the disease stages at which they arise. In de novo AML, *NRAS* and *KRAS* mutations are usually acquired later in clonal evolution to drive AML progression (5). By contrast, they are commonly found as early mutations in clonal hematopoiesis in patients after chemo/radiation therapies (6) and are prevalent in t-AML (7). Thus, they may serve as initiation or progression mutations in t-AML. Recently, we and others found that *NRAS* mutations associate with and potentially promote the transformation of MDS and CMML to s-AML (2, 8–10).

*TP53* encodes a master transcription factor that regulates cell proliferation and apoptosis in response to DNA damage and other cellular stresses (11). *TP53* mutations are most closely associated with de novo AMLs harboring complex karyotypes and t-AMLs, but can also be seen in s-AMLs. In all groups of AML they are linked to poor prognosis (12, 13). This adverse risk is compounded by co-mutation of RAS pathway genes (*NRAS*, *KRAS*, *BRAF*, *NF1*, *PTPN11*, and/or *CBL*), leading to a dismal overall AML survival of less than 5 months (9, 14–16). Most of these patients with double mutations harbored heterozygous *TP53* missense mutations. These data suggest that *TP53* and RAS pathway mutations may cooperate to promote AML in humans.

Cancer-associated *TP53* mutations include 2 major classes: loss of *TP53* via genetic deletion of the *TP53* locus and missense mutations predominantly occurring in the DNA-binding domain (11). In solid tumors, p53 mutants, including the hotspot structural mutant R175H, not only attenuate the capacity to activate WT p53 target genes but also display neomorphic gain-of-function (GOF) activities to promote tumorigenesis beyond p53 loss (17). In the hematopoietic system, the consequences of mutant p53 remain less clear. Boettcher et al. proposed a dominant-negative effect for missense p53 mutants in myeloid malignancies (18). By contrast, the p53 R248W mutant promotes hematopoietic stem cell (HSC) self-renewal through its GOF interaction with EZH2 (19), whereas the p53 R172H mutant (corresponding to human R175H) exhibits GOF activity in AML via activation of the embryonic transcription factor (TF) Foxh1 (20). In the human KY821 AML cell line carrying concurrent oncogenic *NRAS* and *TP53^R175H/–^* mutations, sustained expression of mutant p53 is required to maintain AML cells in vitro and in vivo (20).

We previously tested genetic interactions between *Nras^G12D^* and *p53^–/–^* (14) and found that *Nras^G12D/+^* *p53^–/–^* (referred to hereafter as NP^–/–^) mice developed a mixed AML and T cell lymphoma/leukemia. The NP^–/–^ AML transcriptome is predominantly regulated by p53 loss. In this study, we investigate genetic interactions between oncogenic NRAS signaling and the p53 R172H mutant. Our data demonstrate that *Nras^G12D/+^* *p53^mut/+^* (NP^mut^) rapidly induced AML characterized by inflammation and cellular and molecular mechanisms distinct from those of NP^–/–^.

## Results

### Mutant p53 cooperates with oncogenic NRAS to rapidly induce AML.

To explore potential genetic interactions between p53 missense mutant and oncogenic NRAS signaling, we used *Vav-Cre* to activate both mutations since E11.5 (21, 22). The compound mice rapidly died from AML within a few weeks of birth (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI173116DS1). We then switched to the inducible *Mx1-Cre* line and generated *Mx1-Cre* (control), *p53^LSL-R172H/+^* *Mx1-Cre* (p53^mut^), *Nras^LSL-G12D/+^* *Mx1-Cre* (Nras^G12D^), and *Nras^LSL-G12D/+^* *p53^LSL-R172H/+^* *Mx1-Cre* (NP^mut^) mice. Six-week-old mice were administered polyinosinic-polycytidylic acid (pI-pC) to induce the expression of oncogenic *Nras* and mutant *p53* from their respective endogenous loci. Unexpectedly, NP^mut^ mice were either found dead or became moribund within a few days after the initial pI-pC injection (Supplemental Figure 1B). This finding was reminiscent of *Kras^LSL-G12D/fl^* *Mx1-Cre* and *Kras^LSL-G12D/+^* *Dnmt3^fl/fl^* *Mx1-Cre* mice that we previously described (23, 24) and was likely due to leaky expression of Cre and amplified IFN signaling. As single-mutant mice do not have sufficient recombination efficiency without pI-pC injection (25), approximately 6-week-old control and single-mutant mice were treated with pI-pC three times every other day as previously described (26), whereas pI-pC treatment was withheld from NP^mut^ mice (Figure 1A). We found that the BM cells from moribund NP^mut^ mice expressed the recombined 1loxp *Nras^G12D^* and *p53^R172H^* alleles like the BM cells from age-matched single-mutant mice and retained the WT *Nras* and *p53* alleles (Figure 1B).

After a prolonged latency, p53^mut^ mice developed various myeloid diseases (including AML and myeloproliferative neoplasm) or osteosarcoma (median survival: ~530 days), whereas 100% of Nras^G12D^ mice developed myeloid disorders as described previously (26, 27) (median survival: ~480 days) (Figure 1, C and D). In sharp contrast to NP^–/–^ mice that developed mixed AML and T cell malignancy (14), NP^mut^ mice rapidly developed lethal AML with full penetrance (median survival, ~80 days) (Figure 1, C and D), characterized by splenomegaly and accumulation of partially differentiated myeloid blast cells in the spleen (SP) and liver (Figure 1, E and F). Flow analysis of hematopoietic tissues from moribund NP^mut^ mice indicated expansion of Mac1^+^Gr1^–^ monocytes in BM and the SP, expansion of Mac1^+^Gr1^hi^ neutrophils in peripheral blood (PB), and a reduction of neutrophils in BM (Figure 1G). By contrast, tissues from age-matched Nras^G12D^ and p53^mut^ mice did not show significant phenotypes (Figure 1, E and F, and Supplemental Figure 2). Unlike the myeloid blasts that we characterized in previous AML models (10, 14), AML blasts in NP^mut^ BM, SP, and PB corresponded to Mac1^+^Gr1^mid^ immature myeloid precursors (Figure 1G). Blood smear preparations revealed circulating atypical, immature monocytoid cells in the NP^mut^ PB (Supplemental Figure 3).

To determine whether oncogenic NRAS and mutant p53 induce AML in a cell-autonomous manner, we transplanted total BM cells from 6-week-old NP^mut^ mice along with the same number of competitor cells into irradiated recipient mice. Without pI-pC injections, the recipient mice died from AML with a latency comparable to that of primary NP^mut^ mice (Figure 1H). Moreover, NP^mut^ AML phenotypes were transplantable into irradiated recipients (Figure 1H). Taken together, our data demonstrate that mutant p53 cooperated with oncogenic NRAS to promote AML.

### NP^mut^ hematopoietic stem and progenitor cells show imbalanced myelopoiesis and lymphopoiesis.

To understand the cellular mechanisms underlying NP^mut^ AML, we analyzed hematopoietic stem and progenitor cells (HSPCs) from control, p53^mut^, and Nras^G12D^ mice 1 week after the last pI-pC injection and from age-matched NP^mut^ mice. Long-term HSCs (LT-HSCs), short-term HSCs (ST-HSCs), and multipotent progenitors (MPPs) 2–4 were delineated as previously described (28) (Supplemental Figure 4A). The numbers and cell-cycle profiles of LT-HSC, ST-HSC, MPP2-4, and Lin^–^Sca1^+^cKit^+^ (LSK) cells in p53^mut^ mice were indistinguishable from those in control mice (Figure 2A and Supplemental Figure 4). By contrast, the numbers of LT-HSCs and ST-HSCs were increased in Nras^G12D^ and NP^mut^ SP, while the numbers of MPP2-4 and LSK cells were elevated in Nras^G12D^ SP and NP^mut^ BM compared with those in controls (Supplemental Figure 4). However, we observed no significant differences between Nras^G12D^ and NP^mut^ HSPCs (Figure 2A and Supplemental Figure 4). As reported before (25, 29), Nras^G12D^ BM HSCs (defined as LSK CD48^–^CD150^+^) were hyperproliferative. Surprisingly, the cell-cycle profiles of NP^mut^ HSPCs were comparable to those of control cells (Supplemental Figure 4).

To investigate how p53^mut^ affects downstream progenitors in Nras^G12D^ mice, we first analyzed myeloid progenitors (MPs) and subpopulations (common myeloid progenitors [CMPs], granulocyte-macrophage progenitors [GMPs], and megakaryocyte-erythroid progenitors [MEPs]) in control, p53^mut^, Nras^G12D^, and NP^mut^ mice (Supplemental Figure 5). The MP compartment in p53^mut^ mice was comparable to that in control mice. In agreement with our previous results (25, 30), all MP compartments of Nras^G12D^ mice including CMP, GMP, and MEP compartments were significantly expanded in BM and/or SP compared with controls. Surprisingly, expression of p53^mut^ did not further expand the number of MPs in Nras^G12D^ mice. Rather, the numbers of GMPs in NP^mut^ BM and SP were lower than those in Nras^G12D^ BM and SP, leading to an overall reduced MP compartment compared with Nras^G12D^ BM and SP (Figure 2A). We further evaluated the clonogenicity of BM MPs in vitro. Nras^G12D^ and NP^mut^ cells showed enhanced colony-forming and replating capabilities, while p53^mut^ cells were similar to controls (Figure 2B). Consistent with GMP flow analyses, NP^mut^ cells formed fewer colonies than did Nras^G12D^ cells in the presence of GM-CSF or IL-3 (first round of replating). Surprisingly, in contrast to these modest NP^mut^ HSPC phenotypes, phosphorylated ERK (p-ERK) levels in NP^mut^ HSPCs were 2-fold higher than those in control, p53^mut^, and Nras^G12D^ cells in the absence or presence of GM-CSF stimulation (Figure 2C). Our results indicate a decoupling of hyperactive ERK signaling from expansion and proliferation in NP^mut^ HSPCs.

Interestingly, despite the comparable expansion of lymphoid-primed MPP4 cells in Nras^G12D^ and NP^mut^ mice (Supplemental Figure 4E), the numbers of downstream common lymphoid progenitors (CLPs) (defined as Lin^–^IL-7Rα^+^Sca1^lo^cKit^lo^) were significantly increased in Nras^G12D^ but not NP^mut^ BM and SP compared with controls (Figure 2D). Moreover, moribund primary NP^mut^ mice showed decreased T and B lymphocytes (Supplemental Figure 6) and invisible thymi (Figure 2E), whereas age-matched Nras^G12D^ mice displayed normal lymphocyte compartments (Supplemental Figure 6) and a moderate increase in thymus weight (Figure 2E). Similarly, in NP^mut^ recipients, in which host-derived WT T cells significantly contributed to the T cell compartment, the thymus weight were greatly reduced and the T cell compartment shrank in SP and PB (Figure 2, F and G). Our data demonstrate an imbalanced myelopoiesis and lymphopoiesis in NP^mut^ HSPCs that may be induced by mutant p53 and oncogenic NRAS in a cell-autonomous manner and further enhanced via secondary cell nonautonomous mechanism(s).

### Mutant p53 and oncogenic NRAS synergistically establish a distinct NP^mut^ AML transcriptome.

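RNA was sequenced from Lin-cKit+ BM cells, the fraction that lacks mature lineage markers and holds the HSPCs, of 3 control, 3 p53 mut, 3 Nras G12D, and 4 NP mut mice, with 50000 sorted cells per mouse. Control mice carried only *Mx1-Cre*, a recombinase gene that interferon switches on. The other groups also carried a mutant *p53* allele, a mutant *Nras* allele, or both, which Cre activates at the endogenous locus. Control and single-mutant mice had received 3 injections of 100 μg pI-pC, a synthetic double-stranded RNA that induces interferon, whereas the NP mut mice had received none and were moribund, so that the injections and the stage of disease could not be separated from the NP mut genotype in these libraries. Libraries were prepared with a SMARTer stranded kit for small amounts of total RNA. The authors deposited raw read counts for 54838 genes under Ensembl identifiers. The paper's text does not name the aligner, the counting program, or the genome build. GENCODE release M21, an annotation of the GRCm38 build, contains 54809 of these identifiers and was used for gene names, lengths, and coordinates.
Between 12576174 (NP mut mouse 4) and 29124022 (NP mut mouse 2) reads per mouse were counted on genes. Totals ranged from 16016795 to 18383281 in control (median 16891496), from 13357504 to 16712599 in p53 mut (median 13637926), and from 15179592 to 17065410 in Nras G12D mice (median 15445138), and the median in NP mut mice was 19315282. All 13 libraries entered one edgeR quasi-likelihood fit with TMM normalization, which tested the 17795 genes that passed edgeR's filter on low counts. Adjusted p-values are from this quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named, and a DEG has an adjusted p-value under 0.05 and a fold change of at least 2. Normalized expression is given as CPM, counts scaled by library size and TMM factor, or as RPKM from library totals and exonic lengths, each as the mean ± SD over the mice of a group. The mice of the NP mut group differed more from each other than those of the other groups did, with a median SD per gene of 0.35 on the log2 scale, against 0.20 in control, 0.22 in p53 mut, and 0.21 in Nras G12D mice. Reads on 1461 olfactory and vomeronasal receptor genes, taken as a measure of background because HSPCs have no known use for them, came to 142 ± 44.7 CPM of the library totals, without TMM factors, in control (n = 3), 98.8 ± 39.4 in p53 mut (n = 3), 41.4 ± 3.33 in Nras G12D (n = 3), and 34.7 ± 20.3 in NP mut libraries (n = 4), so that genes with few counts can appear lower in NP mut libraries through background alone. Expression of Y-linked genes marked control mouse 1, p53 mut mouse 1, Nras G12D mouse 2, and NP mut mice 3 and 4 as male.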

To investigate how mutant p53 cooperates with oncogenic NRAS to promote leukemogenesis, we performed RNA-Seq using sorted Lin^–^cKit^+^ BM HSPCs from moribund NP^mut^ as well as pI-pC–treated, age-matched control, p53^mut^, and Nras^G12D^ mice. RNA-Seq analysis of NP^mut^ versus control HSPCs identified 716 differentially expressed genes (DEGs) (fold change ≥2, FDR/adjusted *P* < 0.05), with 258 and 458 genes significantly up- and downregulated, respectively (Figure 3A). 

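In the counts, 413 genes were higher and 656 lower in NP mut than in control HSPCs at the thresholds of the paper, 1069 of the 17795 genes tested. Without the fold change minimum, the numbers were 958 and 986. Of the fits that each left out a mouse, the one without control mouse 3 gave the fewest DEGs, 217 higher and 369 lower. Other settings with the same thresholds gave between 638 DEGs (at least 10 counts required in every library) and 1568 (no filter on low counts), and 607 with background reads as a covariate, a setting chosen after the data were seen. With library totals in place of TMM factors, the median log2 fold change over all genes moved from 0.01 to −0.11, and 310 genes were higher and 788 lower, so that 28.2% of the DEGs were higher instead of 38.6%.
Among the DEGs with a mean log2 CPM of at least 1 and no overlap between NP mut and control mice (329 higher and 363 lower), the 5 largest rises were in *Nr4a1*, *Lgals3*, *Pmaip1*, *Pdzd4*, and *Ifi205*, and the 5 largest falls in *Trpc6*, *Tmem98*, *Cyyr1*, *Tnfsf13os*, and *Cavin2*. For a gene without any effect, 4 mice lie above 3 control mice by chance in 2.86% of cases. *Nr4a1* (ENSMUSG00000023034; chromosome 15, 101254269 to 101274795), which encodes a nuclear receptor, had a log2 fold change of 4.94 (SE 1.03, adjusted p = 0.0143). Its level was 198, 90.3, and 125 CPM in NP mut mice 1, 2, and 4, but 6.27 in NP mut mouse 3, against at most 4.51 in control mice, and its adjusted p-value rose to 0.0622 without control mouse 1 and to 0.0704 without control mouse 3. *Pmaip1* showed the same division, at 3.59 CPM in NP mut mouse 3 and at least 42.0 in the other NP mut mice. The log2 fold changes of *Lgals3*, *Pmaip1*, *Pdzd4*, and *Ifi205* were 3.98, 3.93, 3.39, and 3.15, with adjusted p-values of at most 0.00688. *Ifi205* had between 5 and 13 counts in control mice, and background reads would account for 19.8% of them. *Tmem98* (ENSMUSG00000035413; chromosome 11, 80810175 to 80822033), which encodes a membrane protein, fell from 3.90 ± 0.666 CPM (SD, n = 3) to 0.214 ± 0.0861 (SD, n = 4), a log2 fold change of −4.22 (SE 0.393, adjusted p = 5.5e-05), and stayed between −4.46 and −4.08 with each mouse left out in turn. The log2 fold changes of *Trpc6*, *Cyyr1*, and *Cavin2* were −4.29, −4.04, and −3.65, and background would account for 6.32% of the control counts of *Cyyr1*. *Tnfsf13os* (−3.98) is annotated as an antisense gene, and its reads are uncertain because the paper's text does not state whether counting used the strand.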

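Fitted in the same model, p53 mut HSPCs had 0 DEGs against control, and 415 genes had an unadjusted p-value under 0.05. Without pairing of the mice, the most that any alternative gave was 9, without the filter on low counts. When control and p53 mut mice were paired by replicate number in a fit to their 6 libraries, chosen after same-numbered mice had been seen to deviate together, 4 genes were higher and 21 lower DEGs. The real split is 1 of only 4 that part all 3 pairs. Sex and background also went with the replicate number in both groups, so that the numbers are not shown to pair the mice. Nras G12D HSPCs had 1 DEG, with 1642 genes at an unadjusted p-value under 0.05. The DEG was *H2-Q6* (ENSMUSG00000073409; chromosome 17, 35424850 to 35430055), an MHC class I gene with close paralogs between which reads can be split. It rose from 48.0 ± 5.62 CPM (SD, n = 3) in control to 102 ± 8.50 (SD, n = 3) in Nras G12D mice, a log2 fold change of 1.09 (SE 0.134, adjusted p = 0.0132). No gene was called higher with library totals in place of TMM factors, nor in 5 of the 6 fits that each left out a control or Nras G12D mouse, control mouse 3 being the exception. Other settings gave more DEGs in Nras G12D HSPCs: 77 with DESeq2, 81 with only the Nras G12D and control libraries in the fit, and 159 without the filter on low counts.
The genes that were higher in NP mut HSPCs had a median log2 fold change of 1.57 there, of 0.14 in p53 mut, and of 0.34 in Nras G12D HSPCs. For the lower genes, these medians were −1.99, −0.13, and −0.46. None of the NP mut DEGs passed the thresholds in either single mutant in this model, and 5 did in p53 mut HSPCs with the mice paired. This model shares the estimate of spread per gene between all groups, and the NP mut mice spread the most (median SD 0.35, against at most 0.22 in the other groups). Changes in single mutants can therefore be missed in it. With only the compared groups in the fit, there were 651 NP mut and 81 Nras G12D DEGs, whose overlap is not given here. Because the same control mice enter each comparison, all libraries, those of the control mice included, were redrawn in 20 simulations. The single-mutant groups were left unchanged there, and the NP mut group was given the fold changes of its DEGs. The medians of the simulated single-mutant groups lay between 0.01 and 0.11 over the higher and between −0.12 and −0.05 over the lower genes for groups with the depth of Nras G12D mice, and up to 0.10 and down to −0.12 for groups with the depth of p53 mut mice. Since the control mice were redrawn, these ranges do not hold the chance levels of the real control mice. The medians in Nras G12D HSPCs were beyond these ranges, although the simulated groups had no difference in background. With 3 times the background subtracted, the Nras G12D median over the lower genes was −0.28. In Nras G12D HSPCs, 81.4% of the higher and 78.4% of the lower genes changed in the same direction as in NP mut HSPCs. In the simulated groups, these shares were at most 60.4% and 62.6%. The shares in p53 mut HSPCs were 71.4% and 62.5%, against at most 61.7% and 61.6% in the simulated groups. The medians in p53 mut HSPCs were slightly beyond the simulated ranges, but the p53 mut mice lay on both sides of control: mouse 2 was at 0.36 over the higher genes, and mice 1 and 3 were at 0.03 and −0.03. Without mouse 2, the medians in p53 mut HSPCs were −0.020 over the higher and −0.063 over the lower genes, without mouse 3 the latter was −0.28, and without control mouse 1 the former was 0.25. Over all genes tested, the correlation with the NP mut fold changes across genes, which are not independent replicates, was 0.333 for p53 mut and 0.498 for Nras G12D HSPCs, below the means of 0.527 and 0.530 that the simulated groups gave. The p53 mut value was below its simulated range of 0.499 to 0.552, whereas the Nras G12D value was within its range of 0.492 to 0.555. For this correlation, the simulations left the NP mut group unchanged too, so that their values come from the shared control group alone. Since the real NP mut mice differed from control in many genes, these ranges cannot decide whether changes in a single mutant resemble those in NP mut HSPCs.
The departure of NP mut HSPCs from the sum of both single-mutant effects on the log2 scale was tested as an interaction term. It was positive in 72 genes and negative in 167. Leaving out control mouse 2 lowered these numbers to 6 and 55, and leaving out NP mut mouse 3 raised the number of negative terms to 327. Among the genes called with no overlap between NP mut and control mice, the largest positive terms were those of *Hopx* (3.66, adjusted p = 0.0183), *Glt1d1* (3.56, adjusted p = 0.0313), and the pseudogene *I830127L07Rik* (3.40, adjusted p = 0.00842). The largest negative terms were those of *Cyyr1* (−4.42, adjusted p = 0.0252), *Kcnj5* (−4.34, adjusted p = 0.0057), and *Iigp1* (−4.08, adjusted p = 0.00568). *Iigp1*, an interferon-inducible gene, was higher in Nras G12D than in control HSPCs (10.8 ± 3.60 against 2.65 ± 0.625 CPM, SD, n = 3 each) and lower in NP mut HSPCs (0.938 ± 0.421, n = 4).

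**Figure D1:**
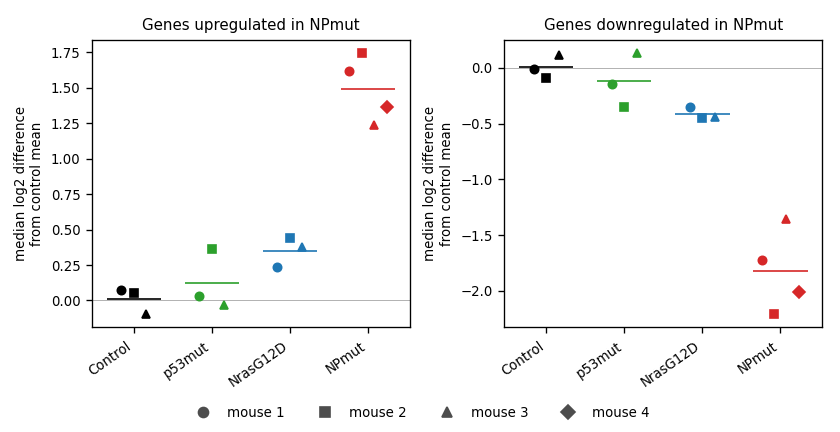
Median log2 difference from the control mean over the 413 genes that were higher (left) and the 656 that were lower (right) in NP mut HSPCs, with one point per mouse, the marker giving the mouse number in its group and the bar the group mean. All 4 NP mut mice lie beyond the mice of the other groups, and the Nras G12D mice are at 0.23 to 0.44 over the higher and at −0.45 to −0.36 over the lower genes.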

The transcriptional levels of these DEGs in p53^mut^ and Nras^G12D^ HSPCs were indistinguishable from those in controls (Figure 3B), suggesting that mutant p53 and oncogenic NRAS synergistically established the aberrant NP^mut^ AML transcriptome.

We investigated potential mechanisms underlying ERK1/2 hyperactivation in NP^mut^ HSPCs. Consistent with the genotyping results (Figure 1B), we found that transcripts from both WT and oncogenic *Nras* alleles were expressed at similar levels and that *Nras* itself was not differentially expressed in NP^mut^ HSPCs compared with controls (data not shown). 

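*Nras* (ENSMUSG00000027852; chromosome 3, 103058285 to 103067914) was expressed at 60.2 ± 2.59 CPM in control, 61.4 ± 4.79 in p53 mut, 59.4 ± 2.03 in Nras G12D (SD, n = 3 each), and 54.6 ± 3.88 in NP mut HSPCs (SD, n = 4). The log2 fold change in NP mut HSPCs was −0.14 (SE 0.0950, adjusted p = 0.379), and every *Nras* count was between 615 and 1306. The deposited values are counts per gene, which do not separate transcripts of the WT and the mutant allele. *Trp53* (ENSMUSG00000059552; chromosome 11, 69580359 to 69591873) was at 114 ± 7.60 CPM in control (SD, n = 3) and 94.2 ± 11.8 in NP mut HSPCs (SD, n = 4), a log2 fold change of −0.28 (SE 0.104, adjusted p = 0.103). With library totals in place of TMM factors, the adjusted p-value of *Trp53* was 0.0237, and without NP mut mouse 2 it was 0.0219.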

Among the established positive regulators of the ERK1/2 signaling pathway (*Sos1/2*, *Rasgrp1-4*, and *Ptpn11*), only *Rasgrp4*, encoding a RAS guanine nucleotide exchange factor, was moderately upregulated. However, *Rasgrp4* levels were almost undetectable (reads per kilobase per million mapped reads [RPKM] <1) (Supplemental Figure 7, A and B). 

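All 7 of these genes were tested. *Rasgrp4* (ENSMUSG00000030589; chromosome 7, 29134851 to 29153961) had 0.245 ± 0.0658 RPKM in control (SD, n = 3) and 0.582 ± 0.0945 in NP mut HSPCs (SD, n = 4), from 19 to 37 and from 43 to 110 counts per mouse. Its log2 fold change was 1.37 (SE 0.346, adjusted p = 0.0202). Background reads would account for 10.4% of its control counts. The adjusted p-value was 0.0719 without control mouse 1, 0.0890 without control mouse 2, and 0.0543 without NP mut mouse 1. No other gene of the list was a DEG. At a smaller fold change, *Rasgrp2* was higher (log2 fold change 0.48, adjusted p = 0.0165, and 0.0545 with library totals in place of TMM factors) and *Sos1* lower (−0.65, adjusted p = 0.00507). Adjusted over the list alone, the same number of genes passed, 2 higher and 1 lower. *Sos2* and *Ptpn11* had log2 fold changes of 0.08 and −0.11, with adjusted p-values of 0.709 and 0.489, and the sign of *Sos2* turned with library totals. *Rasgrp1* and *Rasgrp3* had at most 20 and 32 counts in any NP mut mouse, overlapped between NP mut and control mice, and were not called (adjusted p = 0.951 and 0.551).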

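Of the negative regulators of ERK signaling *Spry1* to *Spry4*, *Socs1* to *Socs7*, *Cish*, *Cbl*, *Dusp1*, *Nf1*, and *Dab2ip*, 15 were tested, and *Spry3* had no count in any library. *Dab2ip* (ENSMUSG00000026883; chromosome 2, 35558266 to 35730994) fell from 4.10 ± 0.861 RPKM in control (SD, n = 3) to 1.53 ± 0.568 in NP mut HSPCs (SD, n = 4), a log2 fold change of −1.32 (SE 0.240, adjusted p = 0.00351). All 4 NP mut mice were below all control mice, and the log2 fold change was −1.13 or lower with each mouse left out in turn. The interaction term of *Dab2ip* was −1.45, with an adjusted p-value of 0.0519. Also DEGs were *Cish*, which was lower (log2 fold change −1.36, SE 0.385, adjusted p = 0.0352), and *Spry1*, which was higher (1.19, SE 0.335, adjusted p = 0.0337). Both groups overlapped in these 2 genes, and the calls were lost in several of the alternatives, for instance at adjusted p-values of 0.0942 and 0.103 with only the NP mut and control libraries in the fit. At a smaller fold change, *Spry2* (0.65, adjusted p = 0.0330) and *Socs6* (0.47, adjusted p = 0.0363) were higher and *Socs5* (−0.79, adjusted p = 0.0215) was lower, and with library totals in place of TMM factors *Spry1*, *Spry2*, and *Socs6* no longer passed. Adjusted over the list alone, 3 genes were higher and 4 lower, *Socs2* being the addition (−1.75, adjusted p over all genes 0.0631), with at most 23 counts per control mouse, of which background would account for 22.6%. *Dusp1* had a log2 fold change of 1.00 (adjusted p = 0.218), and *Cbl* and *Nf1* had log2 fold changes of 0.21 and −0.21 (adjusted p = 0.458 and 0.556).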

Evaluation of established negative regulators (e.g., *Spry 1–4*, *Socs* family members, *Cbl*, *Dusp1*, and *Nf1*) revealed that *Dab2ip*, a RAS GTPase activating protein, was downregulated in NP^mut^ HSPCs (Supplemental Figure 7, C and D). 

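The receptor genes *Cd74*, *Met*, *Il6ra*, *Il6st*, *Ptk7*, *Csf1r*, and *Flt3* were all among the higher DEGs in NP mut HSPCs, whether adjusted over all genes tested or adjusted over the list alone. *Met* (ENSMUSG00000009376; chromosome 6, 17463800 to 17573980), which encodes the hepatocyte growth factor receptor, rose from 4.63 ± 0.779 RPKM in control (SD, n = 3) to 11.8 ± 3.00 in NP mut HSPCs (SD, n = 4), a log2 fold change of 1.46 (SE 0.337, adjusted p = 0.0157). Its adjusted p-value was 0.0552 without the filter on low counts, and 0.0607, 0.0780, and 0.0607 without control mouse 1, control mouse 3, and NP mut mouse 2. The subunits of the IL-6 receptor, *Il6ra* (ENSMUSG00000027947; chromosome 3, 89864059 to 89913196) and *Il6st*, were at 13.6 ± 2.32 and 16.2 ± 3.20 RPKM in NP mut HSPCs (SD, n = 4). Their log2 fold changes were 1.20 (SE 0.164, adjusted p = 0.00053) and 1.45 (SE 0.170, adjusted p = 0.000217). *Ptk7* and *Flt3* had log2 fold changes of 1.11 (SE 0.264, adjusted p = 0.0152) and 1.15 (SE 0.313, adjusted p = 0.0336). *Ptk7* was no longer a DEG without control mouse 2 (adjusted p = 0.0758) or control mouse 3 (0.0869). *Flt3* was not called with library totals (0.0634) or with only the NP mut and control libraries in the fit (0.0709). *Flt3* also had a log2 fold change of 1.14 in Nras G12D HSPCs (SE 0.328, adjusted p = 0.256), and its interaction term was −0.51 (adjusted p = 0.625).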

Further examination of the 258 upregulated DEGs identified increased expression of several genes encoding receptor-like tyrosine kinases (RTKs) upstream of ERK1/2, including MET and the IL-6 receptor (Figure 3C). These findings suggest that overexpression of RTKs may contribute to the hyperactivation of MEK/ERK signaling in NP^mut^ HSPCs.

Consistent with the notion that the NP^mut^ AML transcriptome is mainly driven by the synergistic activities of mutant p53 and oncogenic NRAS, it showed minimal overlap with the NP^-/-^ AML transcriptome, which is predominantly driven by *p53* loss (14) (Figure 3D). Common upregulated genes shared between both AML transcriptomes were enriched for molecular signatures related to the RAS pathway (e.g., *Junb*), whereas common downregulated genes were enriched for NPM1-mutated or MLL1-driven AML-related gene sets (Supplemental Table 1). 

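Libraries of NP-/- mice were not analysed here. Supplemental Table 1 lists 12 genes as up and many more as down in both transcriptomes, and every one of them was found by name in the deposited counts and tested. In NP mut HSPCs, all 12 up genes were higher and all down genes lower than in control, and 12 and 107 were DEGs (12 and 109 when adjusted over the list alone). The study chose the list partly on these libraries, so that this is not independent evidence. The median log2 fold change was 1.80 over the up genes, against 0.27 in p53 mut and 0.15 in Nras G12D HSPCs, and −1.95 over the down genes, against 0.03 in p53 mut and −0.18 in Nras G12D HSPCs. With at least 10 counts required in every library, 69 of the down genes were called, since fewer of them could be tested. *Junb* (ENSMUSG00000052837; chromosome 8, 84974484 to 84978718), a transcription factor gene of the AP-1 family, had a log2 fold change of 1.48 (SE 0.275, adjusted p = 0.00442). From the levels of the NP mut DEGs in the single mutants, the paper proposes that mutant p53 and oncogenic NRAS establish the NP mut transcriptome in synergy, and it states that this transcriptome has little in common with that of NP-/- cells.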

Using published data sets (31, 32), we previously showed that NP^–/–^ HSPCs gain partial HSC signature and largely retain the MEP signature (14). Consequently, NP^–/–^ MEPs, but not GMPs, are transformed into AML-initiating cells (14). By contrast, NP^mut^ HSPCs displayed a MPP gene signature (Figure 3E) and partial signatures of both MEPs and GMPs (Figure 3F). 

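The published signatures were not used here. In their place, lists of marker genes drawn up from general knowledge were tested with limma's camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 22 lists. In NP mut HSPCs, 11 lists were higher and 7 lower than in control. All of these calls also held under limma's fry except that of the GMP list, and none held under camera with an estimated correlation, where the smallest adjusted p-value was 0.0849. Both checks were run for NP mut against control mice only, so that list calls in Nras G12D HSPCs and for the interaction were not checked in this way. The list of 22 MPP genes had a median log2 fold change of 0.53 (adjusted p = 5e-05), with all 4 NP mut mice above the control mice. It was also higher in Nras G12D HSPCs, at a median difference in log2 CPM of 0.41 (adjusted p = 1.9e-05), and its interaction term did not pass (adjusted p = 0.825), so that the rise was not shown to exceed the sum of the single-mutant effects. Of its genes, 10 are also on another list. The 33 tested HSC genes had a median of −1.56 (adjusted p = 8.4e-16), with all 4 NP mut mice below the control mice. The list of erythroid and MEP genes was lower, at a median of −1.22 (adjusted p = 1.2e-09), with all 33 tested genes lower and 8 of them DEGs. The medians of NP mut mice 1 to 4 were −1.82, −2.73, −0.58, and −0.43 for this list, against −0.36 in the lowest control mouse. This list was also lower in Nras G12D HSPCs, at a median difference in log2 CPM of −0.39 (adjusted p = 0.00119), and its interaction term was −0.85 (adjusted p = 0.00135). Megakaryocyte genes had a median of −1.95 (adjusted p = 2.4e-10), and mast cell and basophil genes of −0.95 (adjusted p = 0.000307, and 0.568 without the genes shared with other lists). The list of 28 tested neutrophil and GMP genes had a median of 0.36 (adjusted p = 0.0279). NP mut mice 1, 2, and 4 were above the control mice and NP mut mouse 3 was below them, and the adjusted p-value was 0.311 under fry and 0.213 without NP mut mouse 2.

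**Figure D2:**
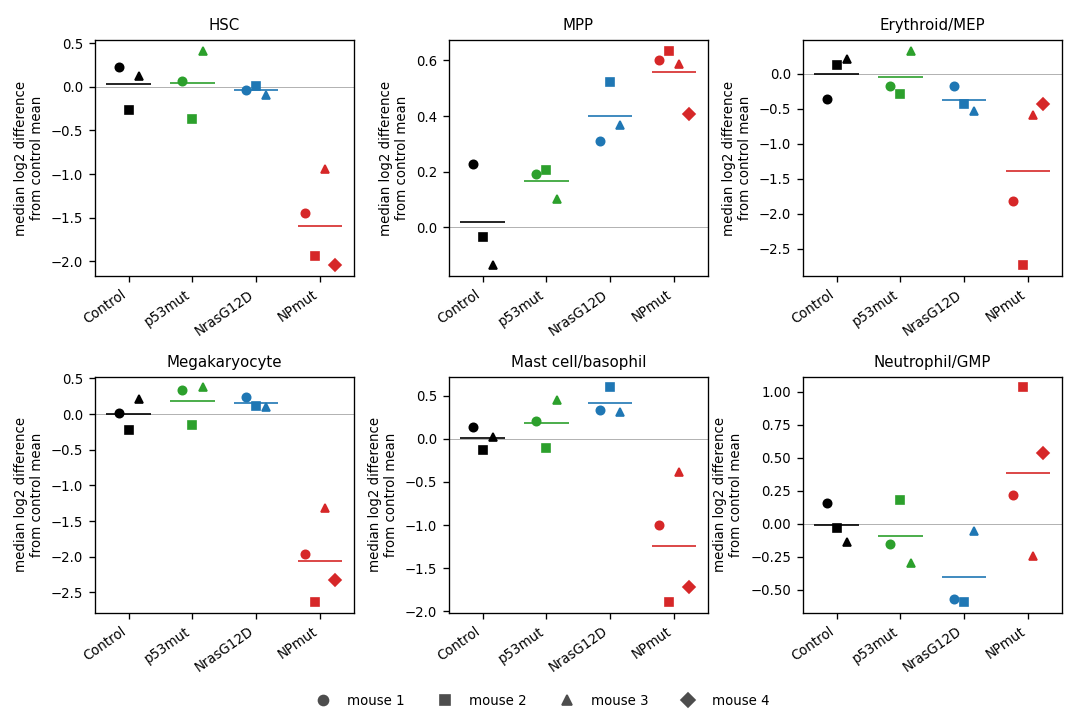
Median log2 difference from the control mean over the genes of 6 lineage lists, with one point per mouse, the marker giving the mouse number in its group and the bar the group mean. All NP mut mice lie above the control mice for the MPP list and below them for the HSC, erythroid/MEP, megakaryocyte, and mast cell/basophil lists, and on both sides of them for the neutrophil/GMP list.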

Not surprisingly, LSK and MPP2–4 cells sorted from approximately 6-week-old NP^mut^ mice could reestablish AML in 100% of the recipient mice, whereas NP^mut^ GMPs and MEPs only reinitiated AML in a fraction of recipients (Supplemental Table 2).

### Mutant p53 and oncogenic NRAS cooperatively dysregulate hematopoietic transcription factor networks and promote inflammation.

We performed gene set enrichment analysis (GSEA) comparing NP^mut^ with control HSPCs against the gene sets available in the Molecular Signatures Database (MSigDB) (33). 

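MSigDB was not used here. In its place, the 831 mouse Reactome sets of the fgsea package with 10 to 500 tested genes were tested between NP mut and control HSPCs with limma's camera and Benjamini-Hochberg adjustment over all sets. Of these, 82 were higher and 13 lower in NP mut HSPCs, and the 4 fits that each left out a NP mut mouse gave between 51 (without mouse 2) and 161 (without mouse 4) higher sets. Toll-like receptor cascades ranked first (102 genes, median log2 fold change 0.22, adjusted p = 0.000322), and the innate immune system set was also higher (422 genes, median 0.15, adjusted p = 0.002). Most of the higher sets that ranked next concern translation, for instance peptide chain elongation (89 genes, median difference in log2 CPM 0.26) and translation termination (89 genes, 0.25), at the same adjusted p-value as the first. These translation sets were chosen after their values were seen. Extracellular matrix organization (144 genes, median −0.36, adjusted p = 0.0140) and collagen formation (38 genes, median −0.84, adjusted p = 0.00117) were lower. Both held under fry, at adjusted p-values of 0.00535 and 0.00301. Under camera with an estimated correlation, 0 Reactome sets were higher and 0 lower. There, Toll-like receptor cascades were at 0.446 and the innate immune system set at 0.641. When at least 10 counts were required in every library, the adjusted p-values of extracellular matrix organization and collagen formation were 0.639 and 0.0920. When background reads were subtracted, extracellular matrix organization was at 0.0867, and at 0.303 with 3 times the background, where collagen formation was at 0.0545. Many matrix genes were near the limit of detection: *Col1a1*, *Col3a1*, *Sparc*, *Dcn*, and *Lum* did not pass the filter on low counts. Among those tested, *Col1a2* had a log2 fold change of −2.95 (SE 0.579, adjusted p = 0.00527) and *Fn1* of 2.52 (SE 0.450, adjusted p = 0.00399).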

Several gene sets related to inflammation and innate immunity were enriched in NP^mut^ HSPCs, whereas gene sets associated with extracellular matrix reorganization were predominantly enriched in control cells (Figure 4A). In contrast to the enrichment of erythroid differentiation pathways in NP^–/–^ HSPCs (Figure 4B), the TLR signaling pathway, TNF-α signaling via the NF-κB, inflammatory response, IL-6/JAK/STAT3 signaling, and the NLRP3 inflammasome were overrepresented in NP^mut^ cells (Figure 4C). In addition, many regulatory components of these pathways, such as *Csf1r*, *Nfkbia*, *CD74*, *Tlr1*, *Irf5/8*, and *Il6ra* were significantly upregulated in the NP^mut^ AML transcriptome, and their overexpression was validated using quantitative reverse transcription PCR (qRT-PCR) (Figure 4D). 

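In the lists drawn up for this comparison, 34 TLR signaling genes had a median log2 fold change of 0.38 (adjusted p from limma's camera with Benjamini-Hochberg adjustment = 2.2e-06), 32 tested NF-κB target genes of 1.01 (adjusted p = 7.9e-10), 29 IL-6/JAK/STAT3 genes of 0.44 (adjusted p = 9.2e-05), and 16 NLRP3 inflammasome genes of 0.35 (adjusted p = 4.9e-05). For each of these lists, all 4 NP mut mice were above all control mice. Single-mutant mice overlapped with NP mut mice in the NF-κB, IL-6/JAK/STAT3, and NLRP3 lists, but not in the TLR list. NP mut mouse 3 was the closest to control for the NF-κB list, with a median of 0.21 against 1.65, 0.97, and 1.25 in NP mut mice 1, 2, and 4. The IL-6/JAK/STAT3, TLR, NLRP3, and NF-κB lists were also higher in Nras G12D than in control HSPCs, at median differences in log2 CPM of 0.20, 0.16, 0.12, and 0.20 (adjusted p = 0.00178, 0.00364, 0.0130, and 0.0395), and of these the NF-κB and TLR lists had an interaction term that passed (adjusted p = 0.000129 and 0.0387). Immediate-early genes, which cells induce within minutes of a stimulus, had a median of 1.45 in NP mut HSPCs (adjusted p = 1.1e-08), at 1.55, 1.20, and 1.87 in NP mut mice 1, 2, and 4, and at 0.11 in NP mut mouse 3, against 0.06 in the highest control mouse. Of the p53 mut mice, mouse 2 was above NP mut mouse 3, at 0.56, and mice 1 and 3 were at −0.17 and −0.26. In Reactome, the NLRP3 inflammasome was higher (12 genes, median 0.53, adjusted p = 0.000526), TRAF6-mediated NF-κB activation (adjusted p = 0.284) and cytokine signaling (0.483) did not pass, whereas the TRAF6 set for NF-κB and MAP kinases downstream of endosomal TLRs (63 genes, adjusted p = 0.000445) and p75NTR signaling via NF-κB (14 genes, 0.000451), both chosen after their values were seen, were higher, and heme biosynthesis was lower (10 genes, median −0.31, adjusted p = 0.0171, and 0.0611 without control mouse 3). Cytokine signaling was called higher under fgsea (adjusted p = 0.00638) but not under fry (0.434). TRAF6-mediated NF-κB activation was called under neither (0.256 and 0.112). The Reactome TNF and IL-6 signaling sets had fewer tested genes than the minimum and were not used here.

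**Figure D3:**
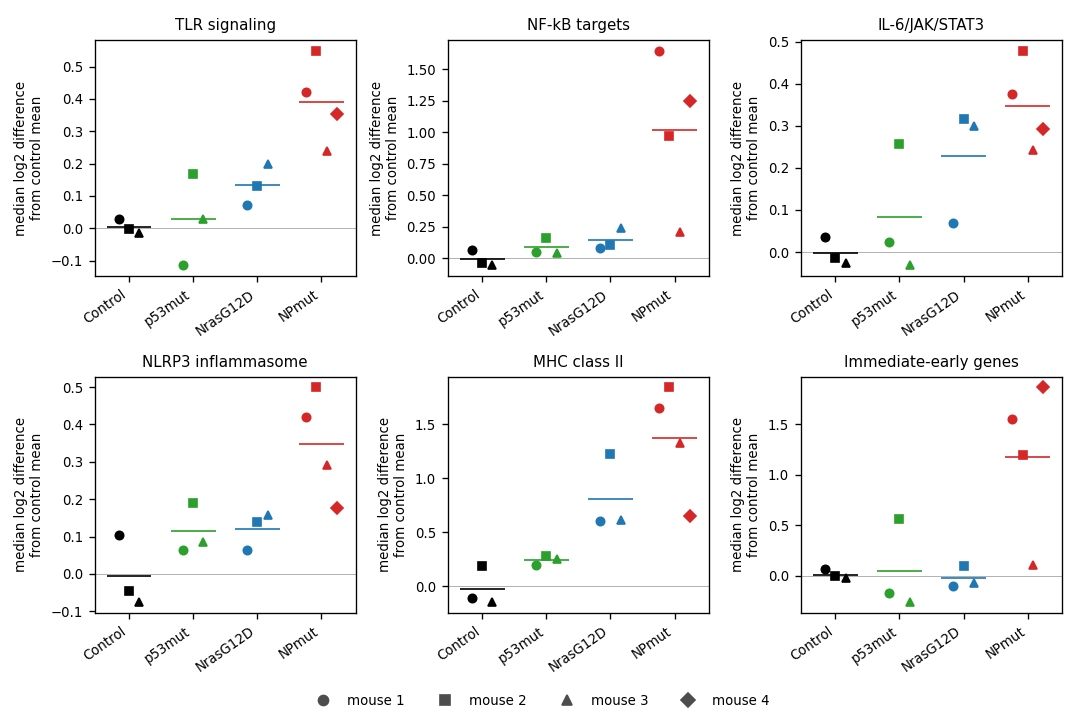
Median log2 difference from the control mean over the genes of 6 lists, with one point per mouse, the marker giving the mouse number in its group and the bar the group mean. All NP mut mice lie above the control mice, and NP mut mouse 3 is nearest to them for the NF-κB target and immediate-early lists. For every list shown except TLR signaling, a single-mutant mouse lies above the lowest NP mut mouse. For the immediate-early list, p53 mut mouse 2 lies above NP mut mouse 3. For the NF-κB target list, Nras G12D mouse 3 is at 0.24 and NP mut mouse 3 at 0.21. For the MHC class II list, Nras G12D mouse 2 is at 1.22 and NP mut mouse 4 at 0.66.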

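The 7 genes that the paper names as components of these pathways, and *Klf4*, for which its Discussion cites the same figure, were all higher DEGs, adjusted over all genes tested and adjusted over the list alone. *Csf1r* (ENSMUSG00000024621; chromosome 18, 61100598 to 61132149), the receptor of macrophage colony-stimulating factor, rose from 9.82 ± 0.675 RPKM in control (SD, n = 3) to 25.3 ± 5.25 in NP mut HSPCs (SD, n = 4), a log2 fold change of 1.49 (SE 0.250, adjusted p = 0.0024). *Nfkbia* (ENSMUSG00000021025; chromosome 12, 55489410 to 55492647), which encodes the NF-κB inhibitor IκBα, rose from 15.3 ± 2.67 to 60.7 ± 13.6 CPM, a log2 fold change of 1.99 (SE 0.195, adjusted p = 6.8e-05), with 43.3 CPM in the lowest NP mut mouse, and its interaction term was 1.17 (adjusted p = 0.0464). The log2 fold changes of *Irf5* and *Irf8* were 2.20 (SE 0.229, adjusted p = 0.000103) and 1.85 (SE 0.231, adjusted p = 0.00044), and their interaction terms were both 1.49 (adjusted p = 0.0361 and 0.0376). *Tlr1* had from 10 to 19 counts in control mice, of which background would account for 9.66%, and from 29 to 90 in NP mut mice. Its log2 fold change was 1.66 (SE 0.481, adjusted p = 0.0384), and the call was lost with library totals (adjusted p = 0.0518) and without any of the 3 control mice or NP mut mouse 1 or 2, at up to 0.138 without control mouse 2.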

Consistent with the GSEA data, analysis via Metascape, an online tool that integrates information from several databases (e.g., Transcriptional Regulatory Relationships Unraveled by Sentence-based Text [TRRUST]) (34, 35), identified that transcriptional networks mediated by NF-κB pathway TFs (*Rela* and *Nfkb1*) and the myeloid/B lineage transcriptional regulator (PU.1) were enriched in upregulated genes in NP^mut^ HSPCs (Figure 4E). 

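TRRUST and Metascape were not used here. The transcripts of the named regulators themselves changed less than those of the genes named as their pathway components. *Rela* (ENSMUSG00000024927; chromosome 19, 5637483 to 5648130) was at 28.1 ± 0.814 RPKM in control (SD, n = 3) and 30.8 ± 3.13 in NP mut HSPCs (SD, n = 4), a log2 fold change of 0.25 (SE 0.0936, adjusted p = 0.109). *Nfkb1* (ENSMUSG00000028163; chromosome 3, 135584655 to 135691547) was at 11.7 ± 1.06 and 13.6 ± 1.39 RPKM, a log2 fold change of 0.33 (SE 0.101, adjusted p = 0.0514). It passed an adjusted p-value of 0.05 with DESeq2 (0.0359), while its fold change stayed far below 2. *Spi1*, which encodes PU.1 (ENSMUSG00000002111; chromosome 2, 91082390 to 91115756), was at 36.2 ± 2.77 and 57.7 ± 14.4 RPKM, a log2 fold change of 0.80 (SE 0.203, adjusted p = 0.0207), with all 4 NP mut mice above all control mice. Its adjusted p-value was 0.0550 with only the NP mut and control libraries in the fit and 0.0948 without control mouse 3.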

Because activation of the TLR/NF-κB signaling pathway often leads to overproduction of inflammatory cytokines and chemokines (36–38), we examined the levels of select inflammatory cytokines in the serum of primary NP^mut^ mice and NP^mut^ recipient mice using a multiplex ELISA (Figure 4F). This analysis revealed elevated levels of several inflammatory cytokines, including IL-6 and TNF-α, indicating systemic inflammation in NP^mut^ mice. To determine whether our result with NP^mut^ mice informs human AML, we performed immunohistochemical staining of NF-κB p65 on human specimens, including 4 control and 4 AML BM cores. Control BM biopsies were collected from patients with clinical histories of thrombocytopenia, monoclonal gammopathy of undetermined significance, or Hodgkin lymphoma, but who had a normal BM biopsy as assessed by a hematopathologist. AML BM cores were from patients with AML who had both *NRAS* and *TP53* mutations. Consistent with our mouse data, total and nuclear p65 levels were upregulated in AML blast cells versus control BM cells (Figure 4G).

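*Gata2* (ENSMUSG00000015053; chromosome 6, 88193891 to 88207032) fell from 28.7 ± 5.34 RPKM in control (SD, n = 3) to 8.61 ± 5.49 in NP mut HSPCs (SD, n = 4), a log2 fold change of −1.64 (SE 0.364, adjusted p = 0.0142). In p53 mut and Nras G12D HSPCs, *Gata2* was at 33.6 ± 9.54 and 43.7 ± 2.25 RPKM (SD, n = 3 each), and its interaction term was −2.55 (SE 0.535, adjusted p = 0.0387). *Gata1* (ENSMUSG00000031162; chromosome X, 7959260 to 7978071) fell from 22.1 ± 3.91 to 5.99 ± 3.72 RPKM, a log2 fold change of −1.80 (SE 0.427, adjusted p = 0.0194), with an interaction term of −1.37 (adjusted p = 0.306). For both genes, all 4 NP mut mice were below all control mice. The adjusted p-values of *Gata2* and *Gata1* rose to 0.0573 and 0.0670 without the filter on low counts, and to 0.0650 and 0.0757 without control mouse 3. That of *Gata1* also rose to 0.0560 with only the NP mut and control libraries in the fit. A list of 33 tested GATA target genes had a median log2 fold change of −1.36 in NP mut HSPCs (adjusted p from limma's camera with Benjamini-Hochberg adjustment = 2.8e-10), with 29 genes lower and 16 of them DEGs. Of the 36 genes on that list, 26 are also on another list and without them the adjusted p-value was 0.209.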

Our Metascape analysis of downregulated genes in NP^mut^ HSPCs revealed enrichment for GATA1- and GATA2-linked transcriptional networks (Figure 5A), which included downregulated expression of *Gata1* and *Gata2* themselves (Figure 5B). GATA2 downregulation in NP^mut^ HSPCs was further validated using Western blot analysis (Figure 5C). Since GATA2 regulates *Gata1* expression (39), our data indicate a loss of GATA2 TF activity. Accordingly, the genes downregulated in GATA2-deficient CMP/GMP cells from *Gata2* enhancer –77^–/–^ fetal liver (40) were also downregulated in NP^mut^ HSPCs (Figure 5, D and E). More important, analogous to what we observed in NP^mut^ HSPCs, *Gata2* downregulation in fetal liver MPs resulted in the upregulation of TLR and IFN pathways, with enrichment of genes representing a spectrum of inflammatory mechanisms (41, 42). In a rescue assay, in which the capacity of GATA2 to regulate endogenous target genes was quantified using RNA-Seq and qRT-PCR (41, 43–45), GATA2 reexpression downregulated the expression of inflammation-related genes in *–77^–/–^* fetal liver MPs (GATA2-rescue_DN gene set). Although this gene set was not included in the databases we previously used, it was significantly enriched in NP^mut^ HSPCs (Figure 5F). We conducted a similar GATA2 reexpression analysis in Lin^–^cKit^+^ HSPCs, which were sorted from control and NP^mut^ BM, cultured with cytokines in RetroNectin-coated wells, and infected with MSCV empty vector or a MSCV GATA2 construct as described previously (46). GATA2 reexpression led to rapid cell death in NP^mut^ HSPCs, precluding downstream analyses. Thus, we induced expression of GATA2 in human NP^mut^ KY821 AML cells (20) and K562 cells with WT *NRAS* and *TP53* loss via electroporation. The number of GATA2-expressing KY821 cells quickly declined in culture (Figure 5G), and GATA2 downregulated the expression of inflammatory genes (Figure 5H). The growth-inhibitory effect of GATA2 was also observed in K562 cells, but to a lesser degree (Figure 5G). Our data suggest that downregulation of the GATA2 transcriptional network contributed to pathologic inflammation in NP^mut^ mice.

### Inhibition of MEK and NF-κB signaling attenuates NP^mut^ cell growth in vitro and in vivo.

Upon TLR and TNF-α receptor activation, the IκB kinase (IKK) complex is activated and phosphorylates the inhibitory protein IκBα, leading to its proteasome-mediated degradation and subsequent nuclear localization of NF-κB TFs (Figure 6A) (47). IKK-16, a selective IKK inhibitor (48), is a well-established tool compound used to inhibit NF-κB activation. To determine whether blocking hyperactivated MEK/ERK and/or NF-κB signaling inhibits NP^mut^ AML cell growth in vitro, we cultured mouse NP^mut^-AML cells in the presence of the FDA-approved MEK inhibitor trametinib (Tra) (49) and/or IKK-16. Both drugs killed NP^mut^ AML cells alone in a dose-dependent manner with the IC_50_ at approximately 15 nM and approximately 1 μM, respectively (Figure 6B). Combined Tra and IKK-16 inhibited NP^mut^-AML cell growth more effectively than did a single agent alone (Combination Index <1 indicates synergism). By contrast, BM cells isolated from moribund p53^mut^ mice (IC_50_: 1.8 μM) or Nras^G12D^ mice (IC_50_: 3.6 μM) were less sensitive to IKK-16 (Figure 6C).

Consistent with our mouse results, NP^mut^ KY821 AML cells showed similar sensitivity to Tra (IC_50_: 25 nM), whereas K562 cells were resistant to Tra (IC_50_ >200 nM) (Figure 6D). To determine whether the NF-κB pathway is elevated in human NP^mut^ AML cells, we quantified the nuclear versus cytosolic localization of NF-κB p65 in K562 and KY821 cells with or without 3 ng/mL TNF-α stimulation using a confocal immunofluorescence microscopy–based method similar to that described in a previous publication (50) (Figure 6E). KY821 cells had a higher nuclear/cytosolic p65 ratio than did K562 cells under unstimulated conditions, indicating an elevated basal activation of NF-κB signaling in KY821 cells. Upon TNF-α stimulation, nuclear localization of NF-κB was significantly increased in K562 cells, while an increase was trending but statistically insignificant in KY821 cells, probably due to high and potentially saturated basal NF-κB activity in these cells. As expected, KY821 cells were more sensitive to IKK-16 treatment than were K562 cells (IC_50_: 1.8 μM vs. 3.1 μM) (Figure 6F). Our results indicate that NP^mut^ AML cells were sensitive to MEK and NF-κB inhibition in vitro.

We did not pursue any in vivo studies with IKK-16, given the established toxicities of IKK inhibitors (51). By contrast, we discovered that NP^mut^ HSPCs overexpressed CD74 (Figure 4C), whose increased expression correlates to the complete remission in patients with AML treated with the combined proteasome inhibitor bortezomib (Btz) and induction chemotherapy (52), as well as to Btz sensitivity in patients with multiple myeloma (53). Therefore, we treated NP^mut^ leukemia cells with Btz in vitro. 

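*Cd74* (ENSMUSG00000024610; chromosome 18, 60803848 to 60812652) encodes the invariant chain of MHC class II. It rose from 4.89 ± 1.21 RPKM in control (SD, n = 3) to 33.1 ± 14.9 in NP mut HSPCs (SD, n = 4), a log2 fold change of 2.88 (SE 0.433, adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment = 0.00159), and stayed between 2.65 and 3.13 with each mouse left out in turn. In Nras G12D HSPCs, *Cd74* was at 13.9 ± 4.36 RPKM (SD, n = 3), a log2 fold change of 1.55 (SE 0.435, adjusted p = 0.247). Its interaction term was 0.91 (adjusted p = 0.489), so that the rise in NP mut HSPCs was not shown to exceed the sum of the single-mutant effects. All 12 genes of the MHC class II list were higher in NP mut HSPCs, 8 of them as DEGs, at a median log2 fold change of 1.45 (adjusted p from limma's camera = 1.7e-09). This list was also higher in Nras G12D HSPCs, at a median difference in log2 CPM of 0.79 (adjusted p = 2.5e-08), and its interaction term did not pass (adjusted p = 0.0742). The larger Reactome set for MHC class II antigen presentation, with 76 tested genes, was not called (median 0.07, adjusted p = 0.107), although fry (0.0329) and fgsea (0.000938) called it.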

Human myeloma cell lines with intermediate/high sensitivity to Btz typically have an IC_50_ of less than 10 nM (54). Both human and mouse NP^mut^ leukemia cells were more sensitive to Btz (IC_50_: ~7–8 nM) than were K562 cells (IC_50_: 27.4 nM) (Figure 7A). Consistent with the known action of Btz in inhibiting the NF-κB pathway (55, 56), Btz-treated KY821 cells showed accumulation of ubiquitinylated proteins and stabilization of IκBα, the inhibitory protein of NF-κB p65 (Figure 7B). Our data suggest that the antitumor effect of Btz was mediated, at least partially, through inhibition of NF-κB p65 activity.

We further examined Btz effects in vivo. NP^mut^ leukemia cells were transplanted into sublethally irradiated mice. Upon establishment of AML, the recipient mice were divided into 4 groups with comparable leukemia cell burdens and treated with vehicle, Tra, Btz, or combined Tra and Btz (Figure 7C). Tra alone and Btz alone lowered the leukemia burden (Figure 7D) and prolonged the survival of NP^mut^ mice (Figure 7E). Combination treatment further potentiated the survival benefits with the use of a single agent alone (Figure 7E). To determine the mechanisms of drug treatment, we conducted an independent experiment and sacrificed vehicle-treated moribund mice along with Btz- or combination drug–treated mice, which carried the average leukemia burden in their corresponding groups. Donor-derived leukemia cells were flow sorted from BM, and the transcript levels of inflammation-related genes were quantified using qRT-PCR. This analysis revealed that the leukemia suppression effects of Btz and combination treatment were associated with reduced expression of inflammation-related genes (Supplemental Figure 8).

## Discussion

We discovered that mutant p53 and oncogenic NRAS synergized to promote inflammation and AML via distinct mechanisms from single mutants and from NP^–/–^. Systemic inflammation in NP^mut^ mice was demonstrated in several assays. First, we found that NP^mut^ mice were hypersensitive to pI-pC injection and died within a few days after the first pI-pC injection (Supplemental Figure 1B), consistent with inflammation-induced acute lethality. Second, RNA-Seq analysis identified the upregulation of inflammation-related gene signatures and overexpression of inflammation-related genes in NP^mut^ HSPCs (Figure 4, A, C, and D). Third, we detected elevated levels of multiple inflammatory cytokines in NP^mut^ serum samples (Figure 4F). Our finding is consistent with prior literature showing that inflammation is involved in de novo AML progression, chemoresistance, and suppression of normal hematopoiesis (57, 58).

Despite the marked hyperactivation of MEK/ERK signaling in NP^mut^ HSPCs (Figure 2C), we did not detect further expansion of NP^mut^ HSPC compartments compared with those in Nras^G12D^ mice (Figure 2A). Moreover, NP^mut^ HSPCs displayed cell-cycle profiles comparable to those in control HSPCs (Supplemental Figures 4 and 5). This is in sharp contrast to what we and others reported in multiple oncogenic NRAS and KRAS models, in which stronger MEK/ERK signaling leads to greater expansion and hyperproliferation of HSPCs (26, 30, 59–63). It is possible that the inflammatory state of NP^mut^ mice leads to decoupling of hyperactive ERK signaling from HSPC expansion and proliferation. In support of this model, we found that KLF family genes, such as *Klf4*, were upregulated in NP^mut^ HSPCs (Figure 4D). 

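Of the 17 *Klf* genes, 14 were tested, and 4 were higher DEGs in NP mut HSPCs. *Klf4* (ENSMUSG00000003032; chromosome 4, 55527143 to 55532466) rose from 1.95 ± 0.573 RPKM in control (SD, n = 3) to 12.8 ± 4.01 in NP mut HSPCs (SD, n = 4), a log2 fold change of 2.85 (SE 0.592, adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment = 0.0103, and 0.0517 without control mouse 3). *Klf2*, *Klf6*, and *Klf11* had log2 fold changes of 2.68 (adjusted p = 0.0241), 1.97 (0.00953), and 1.06 (0.0095). *Klf1*, an erythroid factor, was lower (−1.66, adjusted p = 0.0341, and 0.0784 with only the NP mut and control libraries in the fit). Adjusted over the list alone, 5 genes were higher and 1 lower. *Klf2* was not called without the filter on low counts (0.0738), without NP mut mouse 2 (0.0657), or without any one control mouse (up to 0.0919). NP mut mouse 3 was apart from the other NP mut mice, at 20.9 CPM of *Klf4* against at least 44.4, at 19.7 CPM of *Klf6*, within the control range of 16.4 to 19.8, against at least 78.6, and at 6.27 CPM of *Klf2* against at least 21.0. The addition was *Klf13* (0.60, adjusted p over all genes 0.0763). The remaining tested genes, *Klf3*, *Klf5*, *Klf7* to *Klf10*, *Klf12*, and *Klf16*, were not called, and the change of *Klf16* was so close to 0 that its sign turned with library totals or RLE factors in place of TMM factors. A list of 37 proliferation genes had 18 genes higher and 19 lower, with a median log2 fold change of −0.0027 (adjusted p from limma's camera = 0.770), and the Reactome cell cycle set (475 genes) did not pass either (adjusted p = 0.687).

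**Figure D4:**
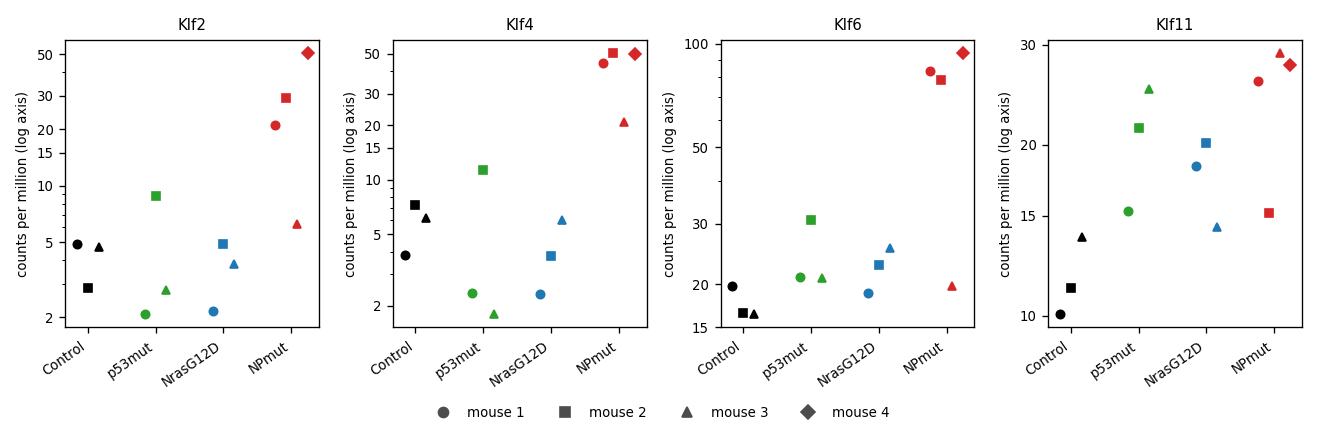
CPM of *Klf2*, *Klf4*, *Klf6*, and *Klf11* on log axes, with one point per mouse, the marker giving the mouse number in its group. NP mut mouse 3 is the lowest NP mut mouse for the first 3 genes and the highest for *Klf11*, at 29.0.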

KLF4 was initially identified as a TF associated with cell-growth arrest (64) and is important for promoting quiescent transcriptional programs and cell survival in endothelial cells and myeloid cells under inflammatory conditions (65). Furthermore, our analyses revealed upregulation of the PU.1-mediated transcriptional network (Figure 4E), which is known to enforce quiescence and limit HSPC expansion during inflammatory stress (66).

Unlike Nras^G12D^ HSPCs with balanced expansion in myeloid and lymphoid compartments, NP^mut^ HSPCs showed imbalanced myelopoiesis and lymphopoiesis (Figure 2A), to which both cell-autonomous and cell-nonautonomous mechanisms may contribute. We previously reported that GATA2 downregulation in HSPCs reduces lymphoid progenitors and the reconstitution of T cells in comparison with WT HSPCs (67). Consistently in this study, we found that decreased GATA2 expression in NP^mut^ HSPCs was associated with lymphopenia (Figure 5), suggesting that mutant p53 and oncogenic NRAS cooperated to downregulate GATA2 and regulate hematopoiesis in a cell-autonomous manner. Since the immune checkpoint pathways were largely normal in NP^mut^ mice (data not shown), we believe that the reduced T cell compartment in NP^mut^-AML recipients did not result from a suppressive immune microenvironment, as we had previously described in *Nras^G12D/+^* *Asxl1^–/–^* mice (10). By contrast, increased systemic inflammation has been shown to promote myelopoiesis at the expense of lymphopoiesis (68–72). Similarly, NP^mut^ recipients exhibited thymic dystrophy (Figure 2F) and reduced T cell compartments (Figure 2G), which included both WT and NP^mut^ T cells. Therefore, inflammation in NP^mut^ mice may result in reduced T cells through a cell-nonautonomous mechanism.

GATA2-mediated inhibitory mechanisms in NP^mut^ AML cells are distinct from those in acute promyelocytic leukemia (73). GATA2 restricts innate immune pathways and inflammation-related pathways in fetal liver MPs (41, 42, 44, 45) and in NP^mut^ HSPCs (Figure 5). Under these drastically different settings, GATA2 downregulation was associated with elevated levels of innate immune signaling and inflammatory gene transcripts, while GATA2 reexpression restored their normal expression pattern. A subset of these genes is occupied by PU.1 (74–76). When GATA2 levels decline, increased PU.1 activity promotes the upregulation of innate immune gene transcription (44). *Gata2* can be transcriptionally regulated through GATA1-mediated repression (77) and GATA2-mediated positive autoregulation (43, 78). SCL/TAL1 activates *Gata2* transcription, in part through occupation of the *Gata2* +9.5 enhancer (79). In addition, LSD-1 suppresses *Gata2* transcription in *TET2^mut^* AML (80). It is likely, therefore, that multiple mechanisms contribute to *Gata2* downregulation in NP^mut^ AML cells.

Not surprisingly, the transcriptional network of NF-κB TFs, downstream of innate immune pathways and inflammation-related pathways, was enriched in upregulated genes in NP^mut^ HSPCs (Figure 4E). Similarly, NF-κB p65 was overexpressed in human *NRAS* *TP53* AML cells (Figure 4G). These results suggest that NP^mut^ AML cells may be sensitive to NF-κB inhibition. Indeed, mouse and human NP^mut^ AML cells were sensitive to IKK-16 in vitro (Figure 6). Btz downregulated inflammation-related gene expression and prolonged the survival of NP^mut^ mice in vivo (Figure 7 and Supplemental Figure 8). Given the wide-ranging activities of Btz, it is possible that Btz functioned through both NF-κB–dependent and –independent mechanisms.

We demonstrate that NP^mut^ induced phenotypic, cellular, and molecular changes distinct from NP^–/–^. At the phenotypic level, NP^–/–^ mice developed a mixed AML and T cell lymphoma/leukemia (14), while NP^mut^ mice rapidly developed an AML-like disease with decreased T cell numbers (Figures 1 and 2). At the cellular level, NP^–/–^ MPs showed further expansion and hyperproliferation over Nras^G12D^ cells, whereas NP^mut^ MPs displayed a moderate reduction compared with Nras^G12D^ MPs and comparable cell-cycle profiles to control MPs (Supplemental Figure 5). NP^–/–^ HSPCs gained a partial HSC signature and largely retained their MEP signature. Consequently, NP^–/–^ MEPs, but not GMPs, were transformed into AML-initiating cells. By contrast, NP^mut^ HSPCs displayed a MPP gene signature (Figure 3E) and partial signatures of both MEPs and GMPs (Figure 3F). Not surprisingly, MPP2–4 were fully transformed, whereas MEPs and GMPs were partially transformed into AML-initiating cells (Supplemental Table 2). At the molecular level, the NP^–/–^ AML transcriptome was predominantly regulated by *p53* loss, whereas the NP^mut^ AML transcriptome was driven by the synergistic interaction between mutant p53 and oncogenic NRAS signaling (Figure 3B) and had minimal overlap with the NP^–/–^ AML transcriptome (Figure 3D). The predominant inflammatory gene signature seen in NP^mut^ AML was therefore absent in NP^–/–^ AML. Consistent with this finding, hyperactivation of ERK signaling in NP^–/–^ HSPCs resulted from homozygosity of the *Nras^G12D^* allele and Nras protein overexpression, whereas ERK hyperactivation in NP^mut^ HSPCs was mainly mediated by overexpression of RTKs (Figure 3C). Taken together with the previous report (20), *p53^R172H^* had GOF in *p53^R172H/–^* AML and in the context of *Nras^G12D^*-driven leukemogenesis.

Compared with the prevalent p53^R248W^ mutant, p53^R172H^ led to increased BM reconstitution (Supplemental Figure 9A) through a distinct mechanism, as the expression levels of several important DEGs in p53^R248W^ HSPCs (19) were comparable between p53^R172H^ and control cells (Supplemental Figure 9B). In addition, the known mutant p53–interacting TFs identified in solid tumor cells or p53^R172H/–^ AML cells were not expressed at significant levels in NP^mut^ HSPCs, nor were the known mutant p53 target genes dysregulated in NP^mut^ HSPCs (20, 81). These data suggest that cell type– and/or genotype-specific TF(s) may interact with mutant p53 to promote tumorigenesis. It is likely that p53^mut^ gains novel interactions with TF(s) downstream of hyperactivated ERK signaling to promote inflammation and NP^mut^ AML. 

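*Foxh1*, named in the paper's Introduction as activated by a p53 mutant in AML, did not pass the filter on low counts, with between 3 and 22 counts in control and at most 2 in NP mut mice. *Ezh2*, whose product is named there as interacting with another p53 mutant (ENSMUSG00000029687; chromosome 6, 47530139 to 47595341), was at 32.3 ± 1.84 RPKM in control (SD, n = 3) and 29.7 ± 1.25 in NP mut HSPCs (SD, n = 4), a log2 fold change of 0.0033 (SE 0.0933, adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment = 0.986). A list of 33 tested target genes of WT p53 had 16 genes higher and 17 lower in NP mut HSPCs, with a median log2 fold change of −0.0027 (adjusted p from limma's camera = 0.905), and it did not pass in p53 mut HSPCs (adjusted p = 0.157). A median near 0 over genes that go both ways leaves open whether single targets changed: 4 genes of the list were higher and 2 lower as DEGs.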

Given these results, we expect that p53^R172H^ would display distinct properties in the context of other mutations found in AML.

## Methods

### Mice.

Mouse lines were maintained on a pure C57BL/6J genetic background (>N10). Genotyping of *Nras^LSL G12D/+^*, *p53^LSL-R172H/+^* (stock 01XAF, NCI), *Mx1-Cre*, and *Vav-Cre* mice was done as previously described (22, 26, 59, 82). CD45.1^+^ congenic C57BL/6J recipient mice were purchased from The Jackson Laboratory (stock 002014). To induce Mx1-Cre expression, approximately 6-week-old mice were injected i.p. with 100 μg pI-pC (GE Healthcare) every other day for 3 cycles. The day of the first pI-pC injection was defined as day 1. All experiments were performed on day 12 or at the moribund stage.

### Statistics.

All results are presented in dot plots with the mean ± SD. All in vitro studies were performed at least 3 times, with 2–3 technical replicates for each condition. Results from 1 representative experiment are shown. A log-rank test followed by a Benjamini-Hochberg multiple-comparison analysis was used to compare Kaplan-Meier survival curves. An unpaired, 2-tailed Student’s *t* test was used to compare 2 data sets unless otherwise specified. A 1-way ANOVA followed by Tukey’s post hoc test for multiple comparisons was used to compare more than 2 data sets with 1 variable. A 2-way ANOVA followed by Tukey’s post hoc test for multiple comparisons was used to compare more than 2 data sets with 2 variables, whereas a 2-way ANOVA followed by Bonferroni’s multiple-comparison test was used to compare 2 data sets with 2 variables. *P* values and adjusted *P* values are indicated in the figure legends. A *P* value of 0.05 or less was considered significant. ImageJ software (NIH) was used to quantify protein levels by densitometry. Data were graphed and analyzed using GraphPad Prism 7.0 (GraphPad Software). The synergy score was calculated using the Combination Index to characterize the strength of synergistic interaction between 2 drugs.

### Study approval.

All animal experiments were conducted in accordance with the NIH’s *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and approved by the IACUC of the University of Wisconsin–Madison. The program is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (protocol M005328). All human samples were obtained from the University of Wisconsin Hospitals and Clinics with IRB approval (protocol 2014-0904).

### Data availability.

All data in this study are presented in the article and supplemental materials. All materials are available upon request through a material transfer agreement; inquiries should be directed to the corresponding author. Values for all data points in graphs are reported in the Supporting Data Values file. RNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE243642).

Additional methods are described in Supplemental Methods.

## Author contributions

AR, YF, and MBG designed and performed experiments and wrote and reviewed the manuscript. EAR conducted histopathological analysis and reviewed the manuscript. TK, MHL, YZ, XG, and SM provided technical support and reviewed the manuscript. DRM, MMJ, KVGN, DY, VLT, EP, and EHB provided material support and reviewed the manuscript. JZ supervised the study, designed experiments, and wrote and reviewed the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supporting data values

## Figures and Tables

**Figure 1:**
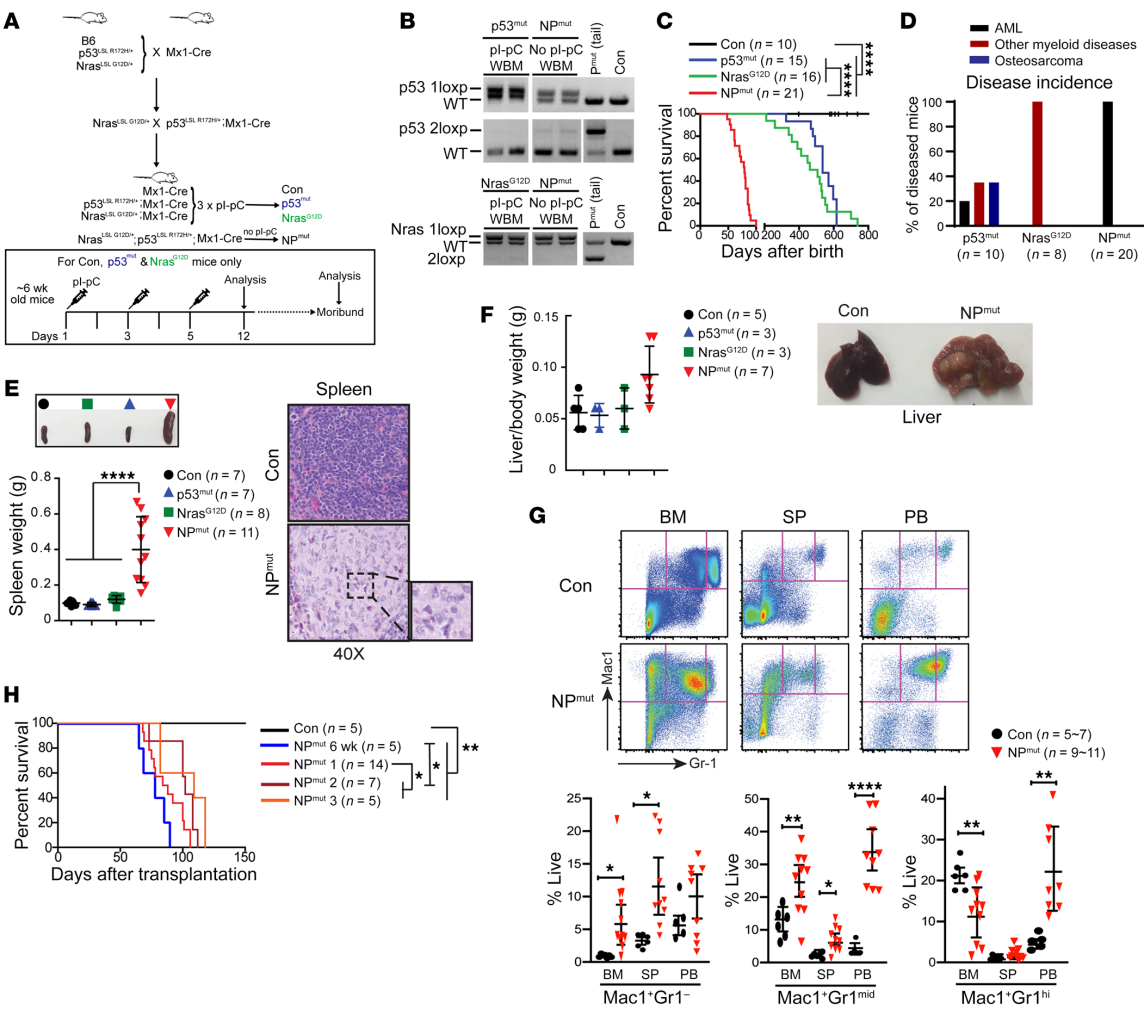
NP^mut^ mice rapidly develop lethal AML. (**A**) Transgenic mouse lines and illustration of the Mx1-Cre induction scheme. (**B**) Genotyping of *p53* and *Nras* alleles in non–pl-pC–injected NP^mut^ and pI-pC–injected p53^mut^ (P^mut^) and Nras^G12D^ BM cells. WBM, whole bone marrow. (**C**) Kaplan-Meier survival curves of all 4 groups of mice. (**D**) Disease incidence in moribund p53^mut^, Nras^G12D^, and NP^mut^ mice. (**E**) Quantification of SP weight and H&E-stained SP sections to show monocytic leukemia cells. Original magnification, ×1 (top panel), ×40 (inset). (**F**) Quantification of liver/body weight and representative image of gross liver morphology. (**G**) Quantification of monocytes (Mac1^+^Gr1^–^), myeloid precursors (Mac1^+^Gr1^mid^), and neutrophils (Mac1^+^Gr1^hi^) in BM, SP, and PB. (**E**–**G**) Results are presented as the mean ± SD. (**H**) Kaplan-Meier survival curves of recipient mice transplanted with BM cells from 6-week-old NP^mut^ mice and with NP^mut^ AML cells from 3 representative donors. *P < 0.05, **P < 0.01, and ****P < 0.0001, by log-rank test followed by Benjamini-Hochberg multiple-comparison analysis (**C** and **H**), 1-way ANOVA followed by Tukey’s post hoc test (**E** and **F**), and unpaired, 2-tailed Student’s *t* test (**G**). Con, control.

**Figure 2:**
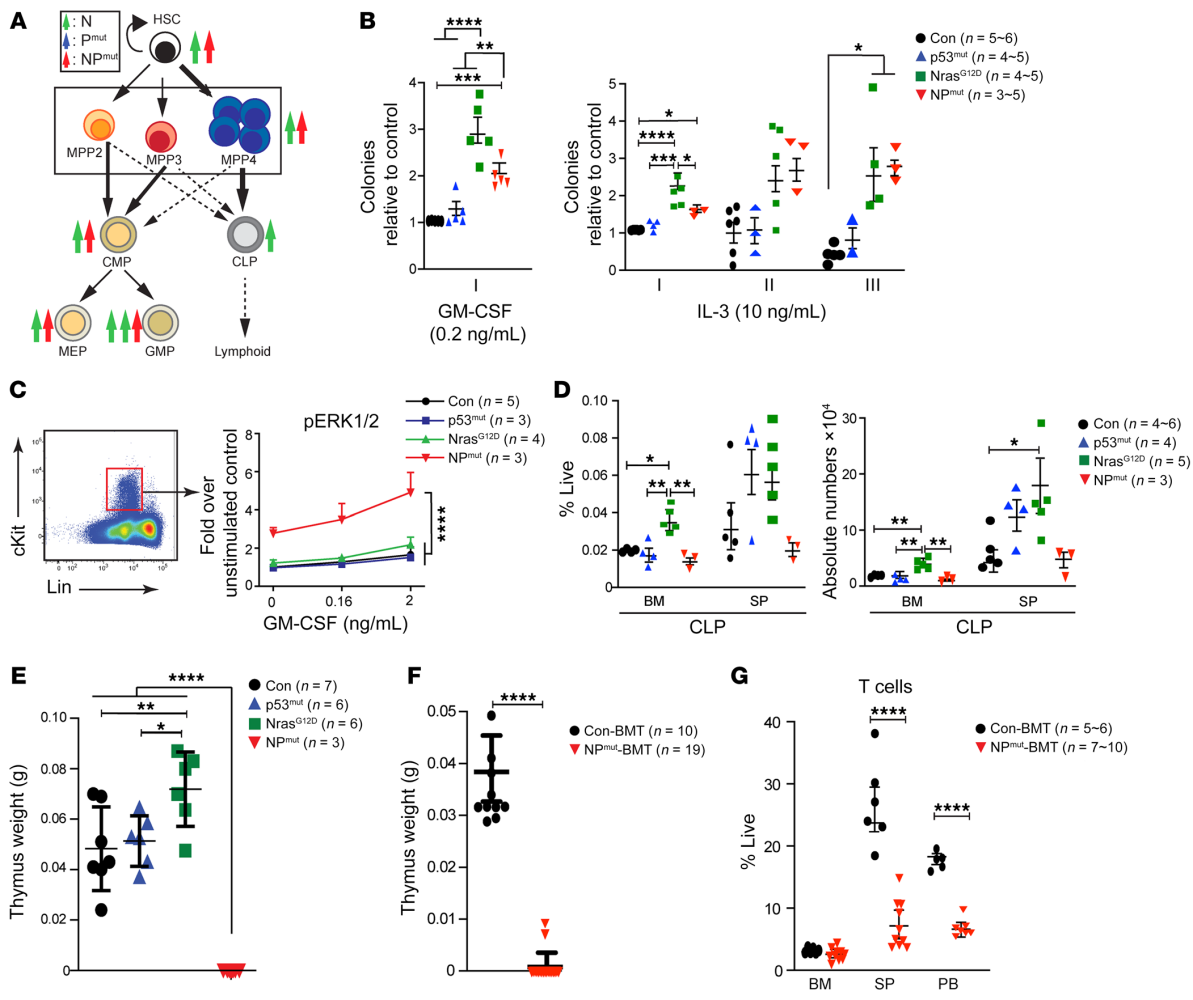
NP^mut^ HSPCs show hyperactivation of ERK signaling and reduced lymphopoiesis. (**A**–**D**) Analyses were performed in control, p53^mut^, and Nras^G12D^ mice 1 week after the last pI-pC injection and in age-matched NP^mut^ mice. (**A**) Schematic illustration of HSPC compartments, including HSCs (defined as Lin^–^Sca1^+^cKit^+^Flk2^–^CD48^–^CD150^+^), MPP2–4 (defined as described in the legend to Supplemental Figure 4), CMPs, CLPs, MEPs, and GMPs (defined as described in the legend to Supplemental Figure 5). The number of arrows indicates the overall degree of expansion or reduction versus control cells. (**B**) Quantification of myeloid colonies formed from the same number of BM cells in the presence of GM-CSF and the replating capability of BM cells in the presence of IL-3. (**C**) Quantification of p-ERK1/2 levels in Lin^–^cKit^+^ HSPCs. (**D**) Quantification of CLPs from the BM and SP. (**E**–**G**) Analyses were performed in moribund NP^mut^ mice and age-matched control mice. (**E** and **F**) Quantification of thymus weight in primary mice (**E**) and NP^mut^ recipients (**F**). (**G**) Quantification of T cells in hematopoietic tissues, including BM, SP, and PB, from NP^mut^ recipients. (**B**–**G**) Results are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 1-way ANOVA followed by Tukey’s post hoc test (**B**, **D**, and **E**), 2-way ANOVA with Tukey’s post hoc test (**C**), and unpaired, 2-tailed Student’s *t* test (**F** and **G**).

**Figure 3:**
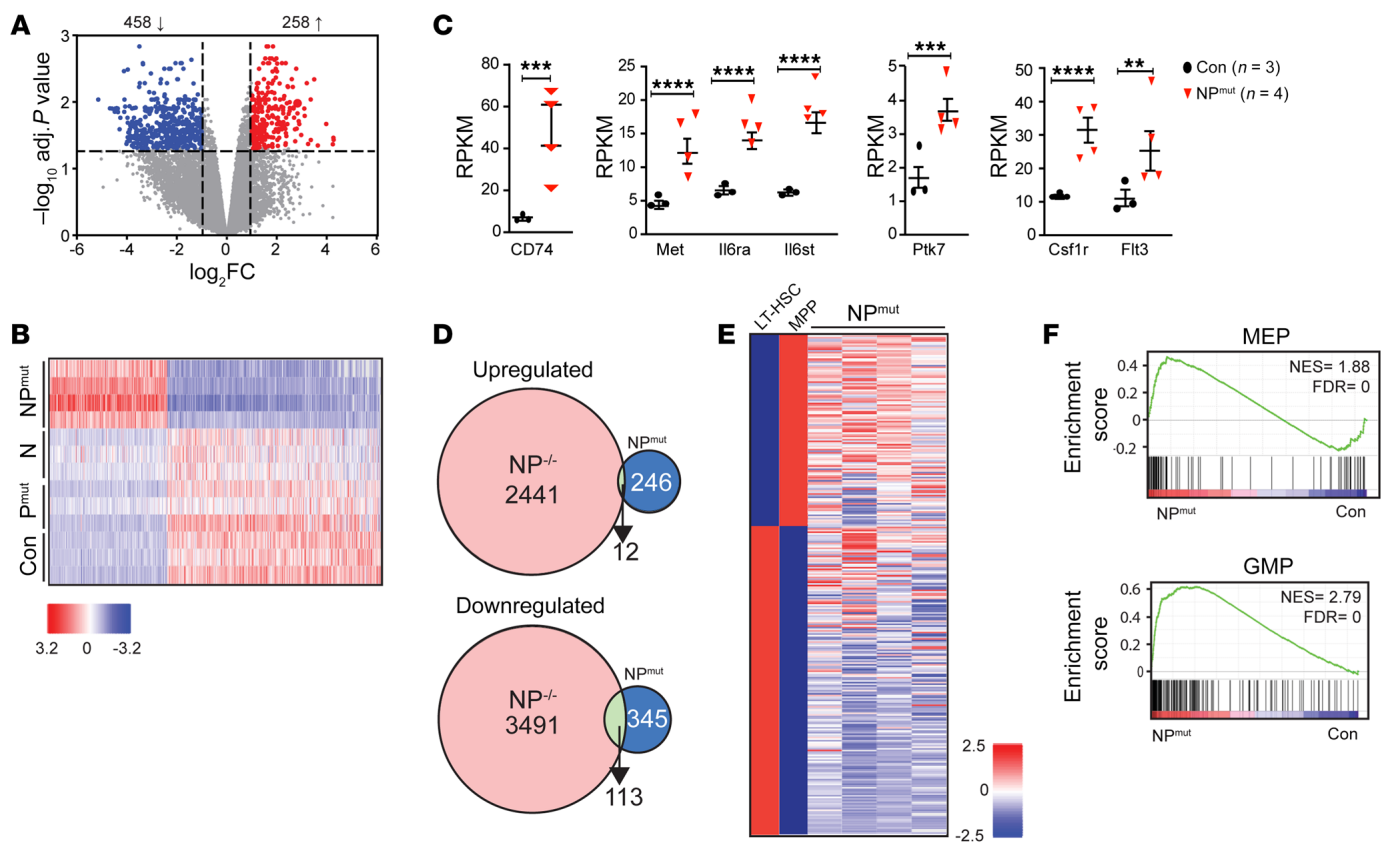
Mutant p53 and oncogenic NRAS synergize to establish the NP^mut^ AML transcriptome. Lin^–^cKit^+^ BM HSPCs were sorted from moribund NP^mut^ and age-matched control, p53^mut^, and Nras^G12D^ mice for RNA-Seq analysis. (**A**) Volcano plot of DEGs in NP^mut^ versus control HSPCs (upregulated genes are shown in red and downregulated genes in blue). (**B**) Heatmap of DEGs in control, p53^mut^ (P^mut^), Nras^G12D^ (N), and NP^mut^ HSPCs. (**C**) Quantification of transcriptional levels of RTKs. Results are presented as the mean ± SD. **P < 0.01, ***P < 0.001, and ****P < 0.0001. (**D**) Venn diagrams of overlapped DEGs in NP^–/–^ versus NP^mut^ HSPCs. (**E** and **F**) NP^mut^ HSPCs displayed a MPP gene signature (**E**) and partial signatures of MEPs and GMPs (**F**). NES, normalized enrichment score. (**C** and **F**) Wald tests within DESeq2 were conducted to assess differential gene expression between groups. *P* values from DEG analyses and GSEA were corrected for multiple testing using the Benjamini-Hochberg method.

**Figure 4:**
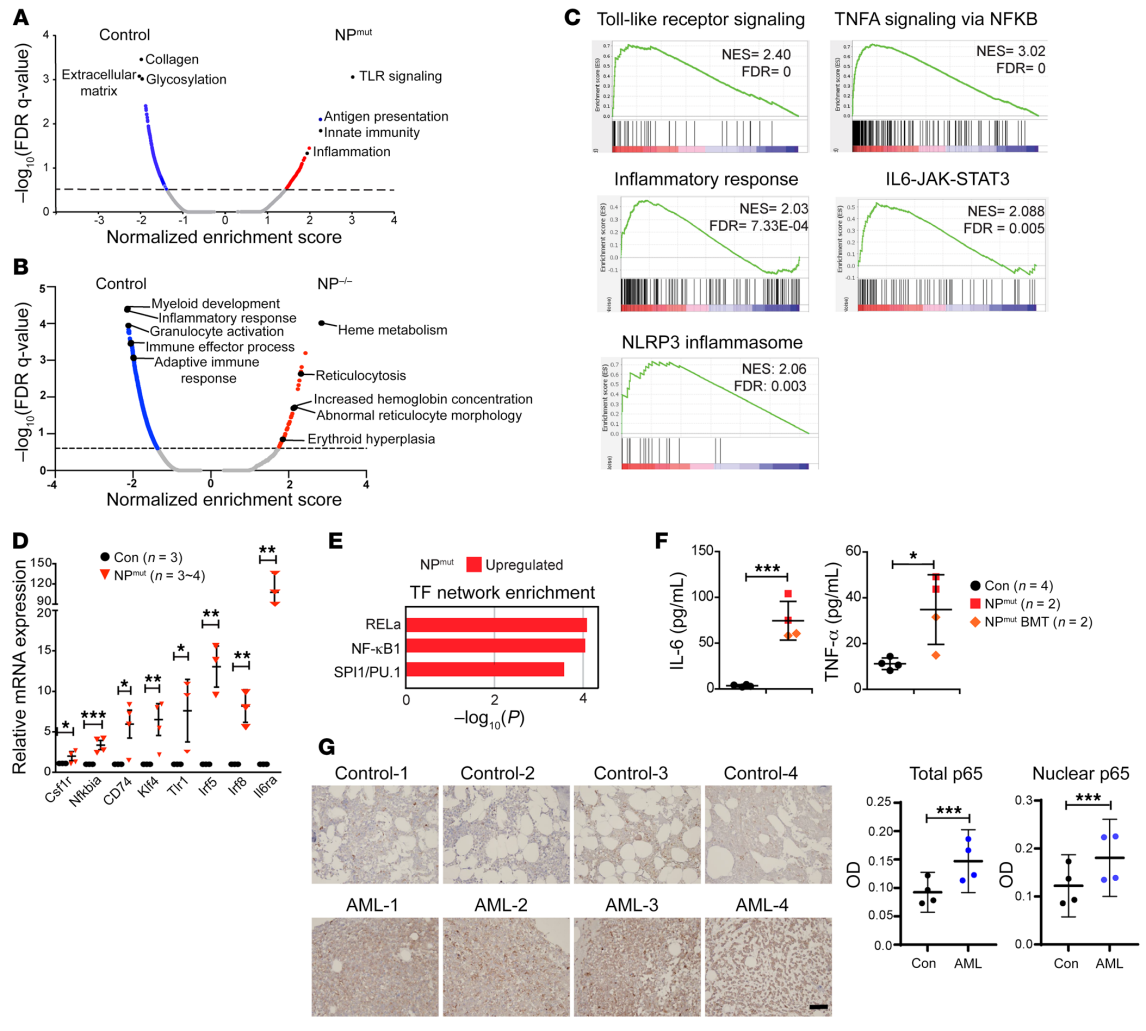
Upregulation of NF-κB in NP^mut^ HSPCs and *NRAS TP53* AML cells. (**A** and **B**) GSEA identified distinct pathways enriched in NP^mut^ (**A**) and NP^–/–^ (**B**) HSPCs. (**C**) Enrichment of inflammation-related pathways in NP^mut^ cells. (**D**) qRT-PCR validation of several inflammation-related genes. (**E**) Dysregulation of RELa, NF-κB1, and SPI1/PU.1 transcriptional networks in genes upregulated in NP^mut^ HSPCs. (**F**) Quantification of inflammatory cytokines in serum from primary and NP^mut^ recipient mice. (**G**) Immunohistochemical staining for NF-κB p65 on human *NRAS TP53* AML BM cores. Scale bar: 100 mm. The OD of total and nuclear p65 was quantified (see Supplemental Methods for details). (**D**, **F**, and **G**) Results are presented as the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001, by unpaired, 2-tailed Student’s *t* test (**D** and **F**) and 1-way ANOVA followed by Tukey’s post hoc test (**G**).

**Figure 5:**
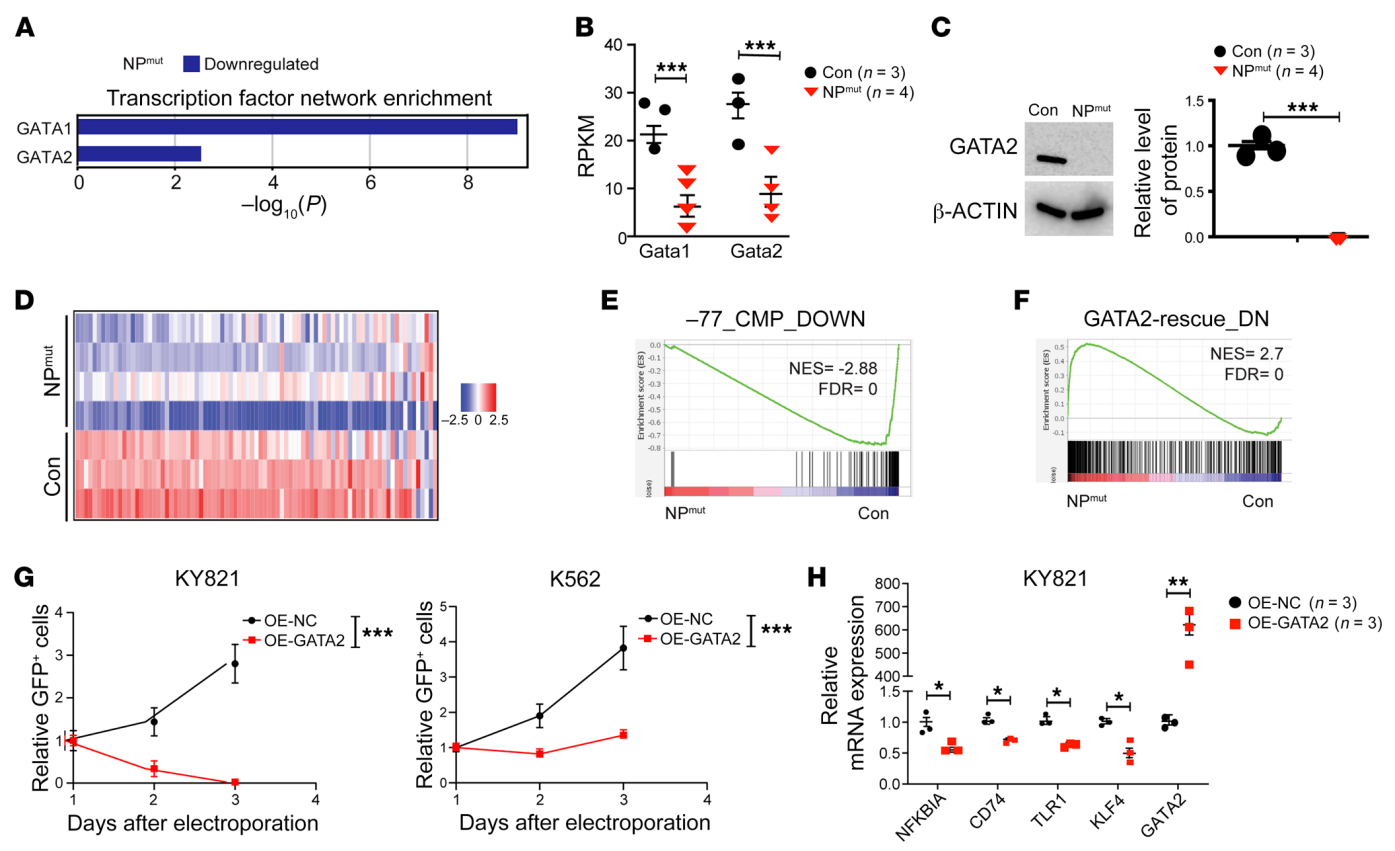
GATA2 regulates transcriptional levels of inflammation-related genes and survival of mouse and human NP^mut^ cells. (**A**) Dysregulation of GATA1 and GATA2 transcriptional networks in genes downregulated in NP^mut^ HSPCs. (**B**) Quantification of *Gata1* and *Gata2* transcriptional levels. (**C**) Western blot analysis of GATA2 protein levels in control and NP^mut^ HSPCs. (**D**) Heatmap of genes downregulated in *Gata2* enhancer –77^–/–^ versus control fetal liver MPs. (**E** and **F**) Genes downregulated in –77^–/–^ MPs were enriched in control HSPCs (**E**), whereas genes downregulated upon GATA2 reexpression were enriched in NP^mut^ HSPCs (**F**). (**G** and **H**) Human NP^mut^ KY821 AML cells were electroporated with MSCV-GFP (OE-NC) or MSCV-GATA2-GFP (OE-GATA2) DNA. (**G**) Quantification of transduced KY821 and K562 cells in culture. (**H**) Quantification of *GATA2* and inflammation-related genes via qRT-PCR 48 hours after electroporation. (**B**, **C**, **G**, and **H**) Results are presented as the mean ± SD. (**B**, **E**, and **F**) Wald tests within DESeq2 were conducted to assess differential gene expression between groups. *P* values from differential gene expression analyses and GSEA were corrected for multiple testing using the Benjamini-Hochberg method. *P < 0.05, **P < 0.01, and ***P < 0.001, by unpaired, 2-tailed Student’s *t* test (**C** and **H**) and 2-way ANOVA followed by Tukey’s post hoc test (**G**).

**Figure 6:**
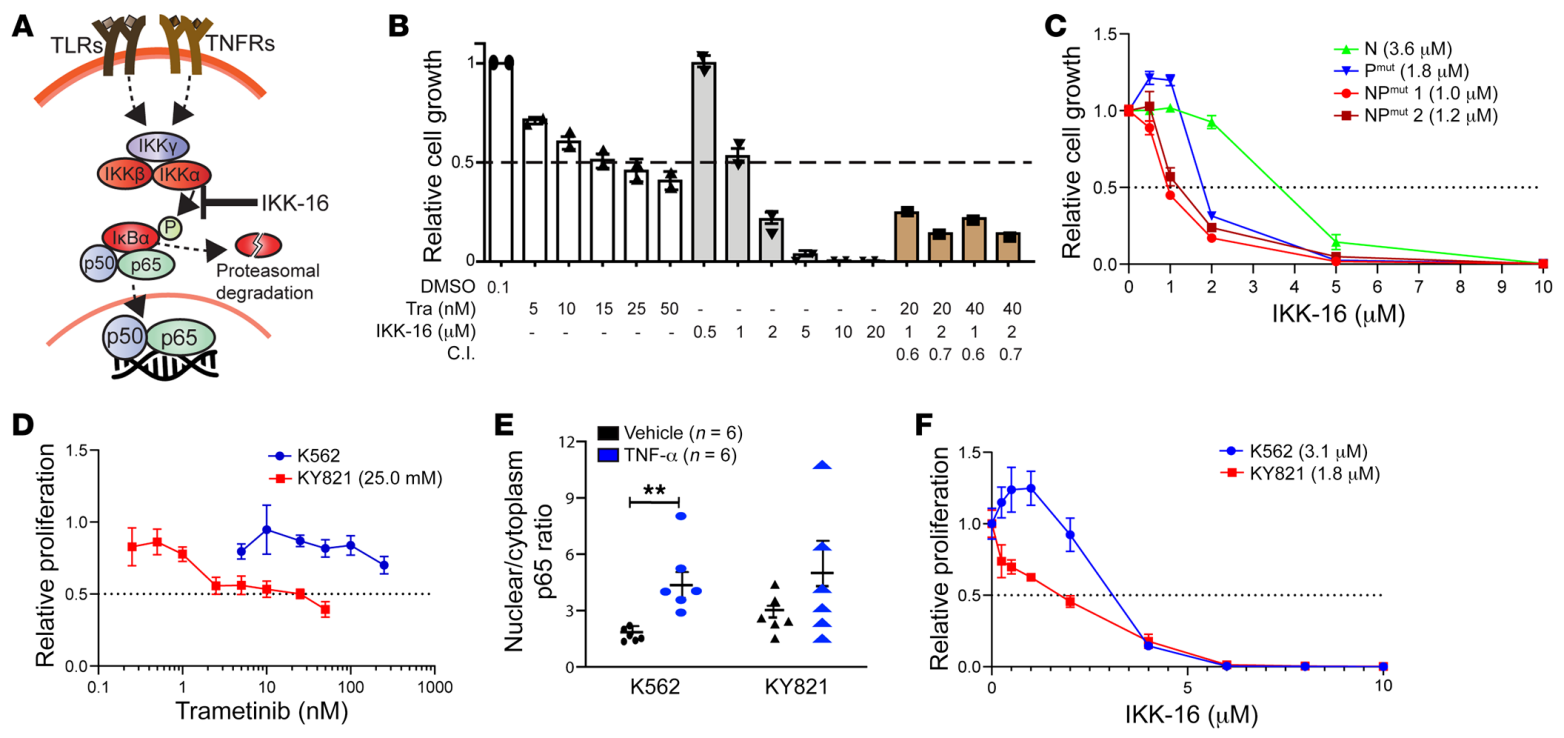
Inhibition of MEK and NF-κB signaling blocks the growth of mouse and human NP^mut^ leukemia cells in vitro. (**A**) Schematic illustration of NF-κB signaling. (**B**) Quantification of mouse NP^mut^ cell growth using the CellTiter-Glo assay. The Combination Index (C.I.) was calculated. A Combination Index of less than 1 indicates synergism. (**C**) IKK-16 dose-response curves of BM cells from moribund Nras^G12D^ (N), p53^mut^ (P^mut^), and NP^mut^ mice. (**D**) Tra dose-response curves of human K562 and KY821 leukemia cell lines. (**E**) Quantification of nuclear versus cytoplasmic NF-κB p65 localization in K562 and KY821 cell lines. **(F**) IKK-16 dose-response curves for K562 and KY821 cell lines. (**B**–**F**) Results are presented as the mean ± SD. **P < 0.01, by 1-way ANOVA followed by Tukey’s post hoc test (**E**).

**Figure 7:**
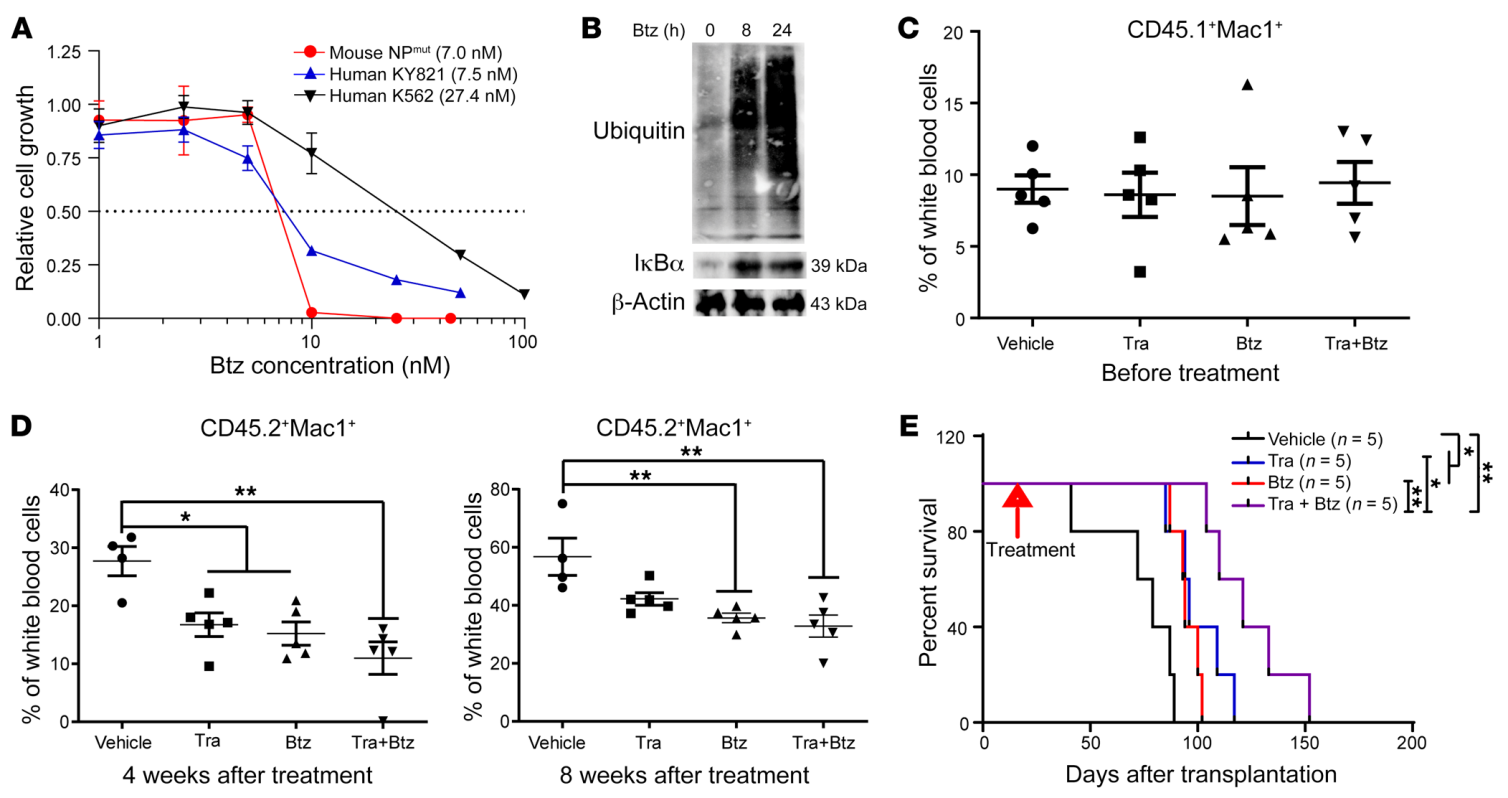
Combined MEK and proteasome inhibitors ameliorate AML burden and prolong the survival of NP^mut^ mice. (**A**) Btz dose-response curves of mouse NP^mut^ leukemia cells and human K562 and KY821 cell lines. (**B**) Western blot analysis of ubiquitin and IκBα in human KY821 cells treated with 5 nM Btz. (**C**–**E**) NP^mut^ cells were transplanted into sublethally irradiated CD45.1^+^ recipients. Once AML was established, the recipient mice were treated with vehicle, Tra, Btz, or combined Tra and Btz until moribund. (**C** and **D**) Quantification of leukemia burden before (**C**) and after (**D**) drug treatment. (**C** and **D**) Results are presented as the mean ± SD. (**E**) Kaplan-Meier survival curves for different treatment cohorts. *P < 0.05 and **P < 0.01, by 1-way ANOVA followed by Tukey’s post hoc test (**C** and **D**) and log-rank test followed by Benjamini-Hochberg multiple-comparison analysis (**E**).

How the deposited data were processed for this re-analysis (not part of the article)

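The deposited RNA-Seq data of Lin-cKit+ BM cells from 3 control, 3 p53 mut, 3 Nras G12D, and 4 NP mut mice were used. The authors aligned the reads, counted them per gene, and deposited the raw counts of all mice in one table with 54838 genes under Ensembl identifiers. The table holds whole numbers, one column per mouse, and 0 columns were left without a sample. Columns were assigned to mice by the mouse code that both the column names and the sample labels carry. The paper's text does not name the aligner, the counting program, the handling of strand, or the genome build, and its Supplemental Methods were not used here. Of the identifiers, 54809 are in GENCODE release M21 (GRCm38), from which gene names, exonic lengths, and coordinates were taken, and 29, with 0.0032% of the counts, are not. The table has 0 lines that name no gene, so that every count entered the library totals.
Counts were tested in R 4.3.3 with edgeR 4.0.16. One quasi-likelihood model with robust estimation was fitted to all 13 libraries with a mean for each group, TMM normalization, and no covariate, and the filterByExpr function kept 17795 of the 44944 genes with at least 1 count. NP mut, p53 mut, and Nras G12D mice were compared with control mice, and the interaction was NP mut minus p53 mut minus Nras G12D plus control on the log2 scale. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and DEGs have an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. RPKM were computed from the deposited counts, library totals, and exonic lengths, CPM from TMM-scaled library sizes, and differences of single mice from the control mean on the log2 CPM scale with a prior count of 2.
The rule for the genes named in the text was set before the data were examined, as were the comparisons, the thresholds, the gene lists, and the alternatives other than those on background reads, on sex, and on the replicate number in the control and p53 mut libraries alone. The rule takes every gene the paper names for these libraries and, for each comparison, the genes with the largest changes among DEGs with a mean log2 CPM of at least 1 and no overlap between the compared groups: 5 in each direction for NP mut mice, 3 for each single mutant and the interaction, and every gene of a count of 5 or fewer. *Pecam1*, *Fos*, *Col1a2*, and *Fn1* are outside the rule and were chosen after their values were seen.
The lists of genes for HSC, MPP, erythroid and MEP, megakaryocyte, mast cell and basophil, neutrophil and GMP, monocyte and macrophage, dendritic cell, B lymphoid, T and NK lymphoid, and stromal and endothelial cells, and for TLR signaling, NF-κB targets, IL-6/JAK/STAT3 signaling, the NLRP3 inflammasome, MHC class II, immediate-early genes, ERK output, interferon-stimulated genes, GATA targets, p53 targets, and proliferation, 22 in all, were written from general knowledge. They were tested with camera in limma 3.58.1 on log2 CPM at a preset correlation of 0.01. The same test was run on the Reactome sets of fgsea 1.28.0. List medians for NP mut against control mice are medians of edgeR's log2 fold changes, and those for other comparisons and for the alternatives are medians of differences in mean log2 CPM. Alternatives were DESeq2 1.42.0, RLE factors, library totals, other filters on low counts, only the compared groups in the fit, the replicate number as a term, each replicate left out in turn, fry, camera with an estimated correlation, and fgsea. Corrections for background reads were added after reads on receptor genes had been seen, and sex as a term of the model after the sex-linked genes had been seen. Control and p53 mut mice with the same replicate number deviated from their group means together, with correlations of 0.152 to 0.166 in all 3 pairs, although these correlations are not independent of each other, since the deviations of a group sum to 0, and neither the labels nor the paper say that the number marks a litter or a batch. Their comparison was therefore also fitted to the control and p53 mut libraries alone with the replicate number as a block, a fit chosen after these correlations had been seen.
The procedure was tested on simulated data drawn from the means and library sizes of the real libraries with 200 genes changed. Of these, edgeR recovered 73.5% with 4 false calls among 17364 genes for NP mut against control, and 54.5% with 6 false calls for the interaction. DESeq2 recovered 81.5% with 16 false calls among 17795 genes for NP mut against control, and 62% with 24 for the interaction. In p53 mut and Nras G12D groups without changed genes, DESeq2 made 2 and 3 false calls and edgeR made 0 in each. Of 20 simulated lists, camera called the 1 that was raised and 0 of the others. The genes of these lists were drawn independently of each other, so that this does not test how camera treats genes that vary together. At the smallest total of 12576174 counts, genes near the filter have few counts and their fold changes are imprecise, whereas *Nras* had at least 615 counts in every library. Libraries of NP-/- mice, DNA sequencing, human data, protein blots, qRT-PCR, and drug experiments were not used here, since the deposited table does not hold them.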

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

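The test of pI-pC was set before the results were seen, and that of mouse numbers for single lists was chosen only after. Leaving out the genes of more than one list was an alternative set beforehand. Only its use to test an explanation was chosen after.
In 6 genes, 1 of the 4 NP mut mice lay far from the other 3, with a gap to its neighbor that was 0.881 (*Spry4*, mouse 2), 0.930 (*Socs3*, mouse 1), 0.842 (*Ptk7*, mouse 3), 0.856 (*Klf4*, mouse 3), 0.884 (*Klf6*, mouse 3), and 0.913 (*Pmaip1*, mouse 3) of the range, above Dixon's critical value for 4. Since 111 results were examined, 5.55 are what chance would give. NP mut mouse 3 was the high one for *Ptk7*, at 24.8 CPM against at most 18.9, and the low one for *Klf4*, *Klf6*, and *Pmaip1*. *Klf4*, *Klf6*, and *Pmaip1* are genes that respond fast to stimuli, and NP mut mouse 3 was also close to control over the immediate-early list, at a median log2 difference of 0.11. Its mouse number lies in the range of the other groups, whereas NP mut mice 1, 2, and 4 have lower numbers, so that a difference of cohort or of handling day cannot be told apart from a difference between leukemias with 1 mouse on one side. *Spry4* was at 1.85 CPM in NP mut mouse 2 against at least 4.29 in the other NP mut mice, and *Socs3* at 6.22 in NP mut mouse 1 against at most 3.06, and the reason was not tested. No biological explanation was tested.
The interaction term passed for 12 of the 22 lists, 6 with a positive and 6 with a negative term, and in 3 of them the list moved one way in Nras G12D and the other way in NP mut HSPCs, past the threshold in both. These calls, and those of lists in Nras G12D HSPCs, rest on camera at the preset correlation and were not repeated under fry or with an estimated correlation. With an estimated correlation, no list call in NP mut against control HSPCs held. For interferon-stimulated genes, the interaction term had a median of −1.37 (adjusted p from limma's camera = 7.8e-24). This list was higher in Nras G12D than in control HSPCs, at a median of 0.92 (adjusted p = 2.8e-31) and of 0.70, 0.95, and 1.23 in the 3 Nras G12D mice, a rise the paper does not report, and lower in NP mut HSPCs, at −0.60 (adjusted p = 5e-05). Control and Nras G12D mice had both received pI-pC, and the Methods of the paper give 1 schedule of injections and 1 day of analysis for mice that are not moribund, but the paper's text does not say of the age-matched mice of the RNA-Seq in particular that they were analyzed on that day. The mouse numbers of the Nras G12D mice do not overlap with those of the control mice, and no batch of the libraries is given, so that for this rise a difference in cohort, library batch, or interval after the injections cannot be told apart from the genotype. The same holds for every difference between Nras G12D and control mice. The mouse nearest in number to the Nras G12D mice, p53 mut mouse 1, was at −0.089 over this list, but 1 mouse does not decide. In NP mut HSPCs, which were not exposed to pI-pC, the fall of −0.60 cannot be told apart from the missing injections. The interaction term for this list carries the same limit. An effect of oncogenic NRAS on interferon signaling stays open and was not tested by other means.
For mast cell and basophil genes, the interaction term had a median of −2.23 (adjusted p = 5e-08), from 0.34 in Nras G12D (adjusted p = 0.00364) and −0.95 in NP mut HSPCs. For neutrophil and GMP genes it was 0.97 (adjusted p = 1.6e-05), from −0.33 in Nras G12D (adjusted p = 0.00692) and 0.36 in NP mut HSPCs. These are lineage genes, and 8 of 20 mast cell and basophil genes are on another list. Without the genes of more than one list, neither the mast cell and basophil (adjusted p = 0.568) nor the neutrophil and GMP list (0.0550) was called in NP mut against control HSPCs, while the megakaryocyte list was still lower, at −1.42. Counts of sorted bulk cells do not separate a change in shares from a change within cells, and the stage of disease of the NP mut mice stays open as a further reason. The other negative terms were those of the HSC (−1.43, adjusted p = 7.9e-16), megakaryocyte (−2.63, 1.1e-13), GATA target (−1.37, 4.6e-12), and erythroid and MEP lists, and the other positive ones those of the monocyte and macrophage (1.05, 1.9e-09), immediate-early (1.17, 1e-06), dendritic cell (0.85, 0.00655), NF-κB target (0.42), and TLR signaling lists (0.20). Since NP mut mice alone were moribund and not injected, none of these terms separates genotype from disease or treatment.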

How the results depend on the processing

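The alternatives that correct for background reads, that with sex as a term, and that with the replicate number in the control and p53 mut libraries alone were chosen only after the values that prompted them had been seen, and the others were not. Of the counts and medians, 140 stayed within their limits under the alternatives and 56 moved, and with each replicate left out in turn 109 stayed and 37 moved. For the named genes, 740 results kept their direction and their side of the threshold, 59 became weaker, 8 stronger, and 34 reversed, and for lists and Reactome sets 255, 37, 6, and 20. With each replicate left out, these numbers were 444, 67, 10, and 32 for named genes and 240, 6, 0, and 13 for lists and sets. All 18 RPKM values stayed within their limits with TMM-scaled library sizes. Unless a reason is given, the cause was not tested.
Without a fold change minimum, 958 genes were higher and 986 lower in NP mut HSPCs. The number of lower DEGs was 1026 with no filter on low counts, where 44944 genes were tested, 320 with at least 10 counts in every library, where 13490 were tested, 346 with only the compared groups in the fit, 435 with 3 times the background subtracted, and 252 with background as a covariate. Of the last 4, 295, 339, 426, and 136 were shared with the 656 of the model in use. The covariate takes up part of the group difference, since background and group go together. DESeq2 gave 487 higher and 901 lower DEGs and RLE factors gave 402 and 662. With only the compared groups, 46.9% of the DEGs were higher, with at least 10 counts 49.8%, and with the covariate 58.5%. With each replicate left out in turn, from 217 (control 3) to 494 (NP mut 3) genes were higher and from 369 to 758 lower.
In p53 mut HSPCs, 1 gene was higher and 1 lower with DESeq2, 2 and 7 with no filter, and 1 higher with only the compared groups, and 0 to 1 was lower with a replicate left out. In Nras G12D HSPCs, 44 were higher and 33 lower with DESeq2, 66 and 93 with no filter, 42 and 39 with only the compared groups, 3 higher with RLE factors, and 0 higher with library totals or with background as a covariate, and 6 higher and 1 lower with sex as a term, and from 0 to 1 were higher and from 0 to 1 lower with a replicate left out. The number of genes with a positive and a negative interaction term was 252 and 351 with DESeq2, 308 and 343 with no filter, and 44 positive with 3 times the background subtracted, and with a replicate left out it went from 6 (control 2) to 204 (NP mut 3) and from 55 to 327.
The median of the lower NP mut DEGs in p53 mut HSPCs was −0.40 with no filter. In Nras G12D HSPCs, it was −0.66 with DESeq2, −0.98 with no filter, −0.24 with at least 10 counts, −0.39 with background subtracted, −0.28 with 3 times the background subtracted, and −0.78 with the covariate, and the median of the higher DEGs was 0.72 with the covariate. With each control, NP mut, or single-mutant mouse of the comparison left out in turn, 10 fits each, the higher DEGs of each fit were at 0.30 (without Nras G12D 2) to 0.48 (control 1) in Nras G12D and at −0.020 (without p53 mut 2) to 0.25 (control 1) in p53 mut HSPCs, and the lower at −0.57 (without Nras G12D 1) to −0.40 (NP mut 3) and at −0.28 (without p53 mut 3) to −0.063 (p53 mut 2). Of the Supplemental Table 1 genes, 5 up and 32 down genes were called with the covariate and 69 down genes with at least 10 counts, where fewer were tested, and from 10 to 12 and from 84 to 109 with a replicate left out.
With an estimated correlation, 0 lists were higher and 0 lower, and 0 Reactome sets were higher and 0 lower. With 3 times the background subtracted, 54 Reactome sets were higher. Lower sets numbered 7 with library totals, 5 with at least 10 counts, 5 with background subtracted, 2 with 3 times the background subtracted, 43 with fry, and 20 with fgsea. With a replicate left out, from 51 (NP mut 2) to 161 (NP mut 4) sets were higher and from 11 to 18 lower, and 10 to 11 lists were higher and 7 lower.
Among the results that reversed under these alternatives, *Dusp1* (1.00), *Socs3* (0.45), *Xist* (−0.76), *Uty* (0.52), *Kdm5d* (0.33), and *Eif2s3y* (0.32) and the T and NK (−0.60) and stromal and endothelial lists (−1.35) were not near 0 in the model in use, and of all that reversed, the stromal and endothelial list alone was past its threshold there. With library totals, *Sos2* was at −0.033, *Socs7* at −0.071, *Klf16* at −0.12, *Ezh2* at −0.12, the Reactome cell cycle at −0.092, and the RAF/MAP kinase cascade at −0.12. With DESeq2, *Klf16* was at −0.0055 and *Ezh2* at −0.0069, and with RLE factors at −0.0047 and −0.0066. With no filter, *Spry4* was at 0.0056. With at least 10 counts, *Klf16* was at −0.027, *Ezh2* at −0.030, p53 targets at −0.038, stromal and endothelial genes at 0.0032, O-linked glycosylation at −0.024, and the cell cycle at −0.00049. With background subtracted, *Spry4* was at 0.00046, *Klf16* at −0.0062, *Ezh2* at −0.010, and O-linked glycosylation at −0.053, and with 3 times the background subtracted, *Spry4* was at 0.029, *Klf16* at −0.031, *Ezh2* at −0.040, O-linked glycosylation at 0.0048, the cell cycle at −0.0077, and the RAF/MAP kinase cascade at −0.035. With the covariate, *Uty* was at −0.10, *Eif2s3y* at −0.43, *Sos2* at −0.23, *Socs3* at −0.19, *Socs7* at −0.17, *Cbl* at −0.10, *Dusp1* at −0.33, and *Ezh2* at −0.0078. With sex as a term, *Uty* was at −0.26, *Kdm5d* at −0.35, *Eif2s3y* at −0.19, *Spry4* at 0.14, and *Klf16* at −0.013. The direction of the test on p53 targets turned under fry (0.0040), and with genes of more than one list left out it turned for p53 targets (−0.0012), B lymphoid (−0.069), and T and NK genes (0.031). Under fgsea, the normalized enrichment scores were 1.04 for O-linked and 0.89 for N-linked glycosylation.
With a replicate left out, *Eif2s3y* went from −0.65 (NP mut 4) to 10.79 (control 1), *Uty* from −0.40 to 6.00, *Kdm5d* from −0.29 to 7.08, *Ezh2* from −0.042 to 0.053, *Hbb-bt* from −0.40 to 0.072, *Klf16* from −0.025 to 0.036, *Rasgrp1* from −0.86 to 0.27, *Socs1* from −0.11 to 0.52, *Socs7* from −0.050 to 0.18, and *Spry4* from −0.35 to 0.21. P53 targets went from −0.060 to 0.058, proliferation genes from −0.11 to 0.019, O-linked glycosylation from −0.17 to −0.0081, N-linked glycosylation from −0.038 to 0.011, the RAF/MAP kinase cascade from −0.061 to 0.051, the cell cycle from −0.018 to 0.050, and interferon gamma signaling from −0.090 to 0.049.
The replicate numbers were also fitted as a replicate block in all libraries. Deviations from the group means had a mean correlation of 0.0725 over the 18 pairs with the same number, of which 9 were over 0.1. All 3 pairs with the same number were over 0.1 between control and p53 mut mice, whereas between the other groups at most 2 of 3 were, so that the numbers were taken to pair the mice for that comparison alone. In both groups, mouse 1 was the only male. Background was highest in mouse 2 and lowest in mouse 3, at 191 and 103 CPM in control and at 138 and 58.9 CPM in p53 mut mice. The correlations therefore do not show that the numbers pair the mice. In the control and p53 mut libraries alone, the replicate block gave 4 higher (*Tmem94*, *AC165960.1*, *Gm14633*, and *Rpph1*, named after their values were seen) and 21 lower DEGs in p53 mut HSPCs, against 0 and 0 in the model in use. Of these 25 genes, 23 are not annotated as protein coding, and 5 were also NP mut DEGs. The real split gave more DEGs than the 3 others that part all pairs, in each of which 1 pair was exchanged and which gave 0, 5, and 1, but with 4 splits a chance split cannot be excluded. Under that block, 6 lists were higher and 0 lower in p53 mut HSPCs, against 0 in the model in use and 2 higher in the same libraries without the block. They were the megakaryocyte (median difference in log2 CPM 0.18, adjusted p from limma's camera = 0.00159), MHC class II (0.29, 0.00544), ERK output (0.19, 0.0114), GATA target (0.11, 0.0114), mast cell and basophil (0.11, 0.0165), and MPP lists (0.17, 0.0305). Under the replicate block in all libraries, 0 genes were DEGs in p53 mut HSPCs, 447 genes were higher and 842 lower in NP mut HSPCs, 23 and 5 in Nras G12D HSPCs, 135 interaction terms were positive and 231 negative, and 174 Reactome sets were higher. *Xist* was at 0.16, *Socs7* at −0.039, *Klf16* at −0.0048, *Ezh2* at −0.023, p53 targets at −0.052, proliferation genes at −0.016, O-linked glycosylation at −0.00014, and N-linked glycosylation at 0.0030.
Depth limits the genes with few counts. Of the named genes, *Rasgrp1*, *Rasgrp3*, *Socs2*, *Tlr1*, and *Ifi205* had at most 23 counts in any control mouse, and *Spry3*, *Foxh1*, *Klf14*, *Klf15*, and *Klf17* could not be tested. With at least 10 counts in every library, 55 of 79 named genes were tested, and the others have no value under that alternative.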

Differences from the paper's values

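None of the tests below was chosen only after a difference from the paper was seen, and the choices of processing were made before the data were examined. The paper states 258 upregulated DEGs in NP mut HSPCs, against 413 here. Within 1.5 times the paper's number were the counts with library totals (310), with at least 10 counts in every library (318), with only the compared groups in the fit (305), and without control 1 (321), control 2 (294), control 3 (217), NP mut 1 (330), or NP mut 2 (342). Further from it were those with DESeq2 (487), RLE factors (402), no filter on low counts (542), the replicate number as a term (447), and no fold change minimum (958), and without NP mut 3 (494) or NP mut 4 (429).
The largest −log10 adjusted p-value was about 2.8 in Fig. 3A, read by eye, against 4.82 here. With only the compared groups in the fit it was 2.797, and it was within 1.5 times the paper's value without control 1 (4.14), control 2 (4.18), or control 3 (3.81). It was further away with DESeq2 (39.3), RLE factors (4.73), library totals (4.34), no filter (80.7), at least 10 counts (4.54), and the replicate number as a term (5.87), and without NP mut 1 (4.30), NP mut 2 (4.96), NP mut 3 (5.98), or NP mut 4 (4.52).
The paper describes partial signatures of both MEPs and GMPs in NP mut HSPCs (Fig. 3F), whereas the list of erythroid and MEP genes used here was lower in NP mut HSPCs, with all 33 tested genes lower. The published MEP set was not used here, so that how far its genes differ from those of this list was not examined. The neutrophil and GMP list, set beside the partial GMP signature, was higher under camera but not under fry or with an estimated correlation. The paper reports that *Rasgrp4* alone among the positive regulators of ERK was upregulated, whereas *Rasgrp2* was also higher here at an adjusted p-value from edgeR under 0.05, with a fold change below 2. Besides *Dab2ip*, which the paper singles out among the negative regulators, *Cish* was a lower and *Spry1* a higher DEG. The paper describes the DEG levels in single mutants as like those in control mice, whereas the medians in Nras G12D HSPCs were shifted toward those of NP mut HSPCs, in all 3 Nras G12D mice. Background reads, fewer in Nras G12D than in control libraries, may account for part of the shift over the lower genes. The median over the lower genes was −0.46, but −0.28 with 3 times the background subtracted and −0.24 with at least 10 counts in every library. Over the higher genes, these medians were 0.34, 0.43, and 0.32.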

Other observations

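The tests of other splits, of mouse numbers over all DEGs, of handling, and of monocyte and dendritic cell shares were set before their results were seen, and those of background, depth, GC content, sex, stromal cells, and mouse numbers over single lists were chosen only after. Lists without shared genes were an alternative set beforehand, and only their use to test an explanation was chosen after.
The real split of the 7 NP mut and control libraries gave more DEGs than any other, as 1 of 35 splits. For p53 mut mice, 10 of 10 splits gave as many DEGs, since the real one gave 0, and for Nras G12D mice 1 of 10, where a share under 0.1 is not possible, so that 1 DEG cannot be told apart from a chance split. For the interaction, 2 of 100 assignments of the libraries to the groups gave as many genes, the real one included, and the other gave 776. NP mut mouse 3 has a mouse number within the range of the other groups. Over the 494 higher DEGs found without it, its median log2 difference from control was 1.00, and over the 758 lower ones −1.11. The difference from control was thus also seen in NP mut mouse 3, but 1 mouse does not decide how far a cohort effect contributes to it. With all libraries thinned to the smallest total, 977 genes were DEGs, and the median SD between NP mut mice was 0.342 against 0.190 between control mice, so that depth does not account for the number of DEGs or for the spread of the NP mut mice. After the median of genes of similar GC content and length had been subtracted, 95.9% of the DEGs kept a fold change of 2. With sex as a term of the model, 983 of the 1069 DEGs were still DEGs, which argues against sex as the source of most of them. The sex term itself passed an adjusted p-value from edgeR of 0.05 in 5 genes, of which 0 were autosomal, and 527 had an unadjusted p-value under 0.05.
Background reads were more frequent in control than in NP mut and Nras G12D libraries. With 3 times the background subtracted, 426 of the 656 lower DEGs were still DEGs, which under this correction argues against background as the source of most of them. The 230 others had a median of 11.2% of their control counts expected from background. With background as a covariate, only 136 of the 656 were still DEGs. That fit cannot decide the question, since background and group go together. For the 8 lower DEGs with at least 50% of their control counts expected from background, the median log2 fold change was −2.94 in NP mut and −2.36 in Nras G12D HSPCs, and a real fall cannot be told apart from background for them. The reason for the difference in background, such as DNA carried over in library preparation, was not tested.
Over NF-κB targets, none of which is on the immediate-early list, the median log2 fold change was 1.01 in NP mut HSPCs, and the immediate-early list was higher as well, so that a response of the cells to sorting and handling cannot be told apart from inflammation in the mice. NP mut mouse 3 was at 0.21 over NF-κB targets and at 0.11 over immediate-early genes, and with 1 mouse of its cohort a difference of cohort stays open for both. Over immediate-early genes, p53 mut mouse 2 was at 0.56, while p53 mut mice 1 and 3 were at −0.17 and −0.26. MHC class II genes did not share this division, with mouse 3 at 1.33 and mouse 4 lowest at 0.66. Monocyte and macrophage genes were higher, at a median of 1.23 (adjusted p from limma's camera = 5.1e-11, 28 of 32 genes), and dendritic cell genes at 1.97 (adjusted p = 4.4e-08, 15 of 18 genes), each in all 4 NP mut mice. A larger share of monocyte or dendritic cell precursors among the sorted cells may therefore explain part of the rise in inflammatory genes, with 5 and 8 genes of these lists on another list and medians of 1.12 and 1.92 without the genes of more than one list. ERK output genes were higher in NP mut HSPCs (median 0.79, adjusted p = 0.000562, 13 of 19 genes) and in Nras G12D HSPCs (median difference 0.31, adjusted p = 1.9e-05), with no call for the interaction (adjusted p = 0.823), while the Reactome RAF/MAP kinase cascade did not pass (adjusted p = 0.879). *Fos* had a log2 fold change of 3.38 (adjusted p from edgeR = 0.0468).
Of the 36 GATA target genes, 26 are on another list, so that the lists of the lineages in which GATA factors act partly restate the fall in GATA targets. Without the genes of more than one list, megakaryocyte genes were lower at a median of −1.42 (adjusted p = 4e-06) and erythroid and MEP genes at −1.28 (adjusted p = 4e-06), whereas mast cell and basophil genes (−0.83, adjusted p = 0.568) and the GATA targets themselves (−0.40, adjusted p = 0.209) were not called. For the fall in GATA targets, a smaller share of these precursors among the sorted cells cannot be told apart from a direct effect of lower *Gata1* and *Gata2* within the cells, since either would lower the genes of these lineages.
Stromal and endothelial genes were lower at a median of −1.36 (adjusted p = 0.00994, 9 of 12 genes), but at 0.0032 (adjusted p = 0.682) with at least 10 counts required in every library, where fewer genes were tested, and the most abundant genes of such cells did not pass the filter on low counts. Stromal cells or their RNA in the sorted cells of the other groups cannot be told apart from a fall within HSPCs for extracellular matrix genes, nor can background, since the collagen set was at an adjusted p-value of 0.0545 with 3 times the background subtracted. *Pecam1*, an endothelial gene also found in HSPCs, was higher (log2 fold change 0.65, adjusted p from edgeR = 0.00211). B lymphoid (median 0.08, adjusted p = 0.437) and T and NK lymphoid genes (−0.50, adjusted p = 0.462) were not called. O-linked (adjusted p = 0.947) and N-linked glycosylation (0.978) and interferon alpha/beta (0.590) and gamma signaling (0.912) in Reactome were not called either.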
